# von Willebrand factor links primary hemostasis to innate immunity

**DOI:** 10.1038/s41467-022-33796-7

**Published:** 2022-11-03

**Authors:** Clive Drakeford, Sonia Aguila, Fiona Roche, Karsten Hokamp, Judicael Fazavana, Mariana P. Cervantes, Annie M. Curtis, Heike C. Hawerkamp, Sukhraj Pal Singh Dhami, Hugo Charles-Messance, Emer E. Hackett, Alain Chion, Soracha Ward, Azaz Ahmad, Ingmar Schoen, Eamon Breen, Joe Keane, Ross Murphy, Roger J. S. Preston, Jamie M. O’Sullivan, Frederick J. Sheedy, Padraic Fallon, James S. O’Donnell

**Keywords:** Thrombosis, Molecular medicine, Monocytes and macrophages, Innate immunity

## Abstract

The plasma multimeric glycoprotein von Willebrand factor (VWF) plays a critical role in primary hemostasis by tethering platelets to exposed collagen at sites of vascular injury. Recent studies have identified additional biological roles for VWF, and in particular suggest that VWF may play an important role in regulating inflammatory responses. However, the molecular mechanisms through which VWF exerts its immuno-modulatory effects remain poorly understood. In this study, we report that VWF binding to macrophages triggers downstream MAP kinase signaling, NF-κB activation and production of pro-inflammatory cytokines and chemokines. In addition, VWF binding also drives macrophage M1 polarization and shifts macrophage metabolism towards glycolysis in a p38-dependent manner. Cumulatively, our findings define an important biological role for VWF in modulating macrophage function, and thereby establish a novel link between primary hemostasis and innate immunity.

## Abstract (web summary)

von Willebrand factor (VWF) plays a critical role in primary hemostasis following vascular injury by tethering platelets to exposed collagen. Here, VWF binding to macrophages is shown to trigger NF-κB activation and induce pro-inflammatory responses.

## Introduction

von Willebrand factor (VWF) is a large sialoglycoprotein that circulates in normal plasma as a series of heterogeneous multimers^1,2^. For many years, the importance of plasma VWF in maintaining normal hemostasis has been recognized^3,4^. VWF binds to exposed subendothelial collagen at sites of vascular injury^5^. Subsequently, shear stress-induced unwinding of globular VWF results in exposure of the platelet glycoprotein Ibα (GPIbα) binding site within the A1 domain^5,6^. Consequently, tethered and unwound VWF can recruit platelets to the site of injury, leading to the formation of the primary platelet plug. In addition, VWF also binds with high affinity to procoagulant factor VIII, thereby protecting it against proteolysis and premature clearance^7^.

Besides its hemostatic function, recent studies have identified additional biological roles for VWF, including inhibition of angiogenesis and promotion of tumor cell apoptosis^8,9^. Furthermore, accumulating evidence suggests that VWF plays important roles in enhancing inflammatory responses^10–17^. Acute activation of endothelial cells (EC) triggers the secretion of high molecular weight multimeric (HMWM) VWF stored within Weibel Palade bodies (WPB)^1^. Consequently, it is perhaps unsurprising that elevated plasma VWF levels have been reported in association with different types of sepsis, as well as a number of other vascular pathologies^10^. Indeed plasma VWF:Ag and VWF propeptide (VWFpp) levels have both been proposed as useful biomarkers that correlate with severity and/or clinical outcomes in a number of different disease settings, including COVID-19, cerebral malaria, sickle cell disease, systemic inflammatory response syndrome and a variety of different cancers^9,18–21^.

Importantly, data from studies conducted in a number of different animal inflammatory disease models suggest that VWF does not merely serve as a marker of acute EC activation, but rather that it plays an active role in mediating the underlying pathophysiology^12–15,18,22,23^. For example, in a caecal puncture sepsis model, overall survival was significantly increased in VWF-deficient mice compared to wild-type controls^14^. In addition, Petri et al showed that VWF-blocking antibodies significantly attenuated neutrophil recruitment into thioglycollate-inflamed peritoneum and keratinocyte-derived chemokine (KC)-stimulated exposed cremaster muscle^13^. In both of these murine models of inflammation, VWF-modulated neutrophil extravasation was dependent upon the presence of platelets. Similarly, VWF-blocking antibodies were shown to again significantly reduce neutrophil recruitment in murine models of immune-complex-mediated vasculitis and irritative contact dermatitis respectively^12^. Interestingly, VWF-modulated neutrophil recruitment in these murine models of cutaneous inflammation was mediated through a platelet-independent pathway^12^.

All together, these findings demonstrate that VWF influences multiple different aspects of inflammation. However, the molecular mechanisms through which VWF exerts its pro-inflammatory effects remain poorly understood. Recent studies have reported that VWF can bind to macrophages, following which it is rapidly endocytosed^24,25^. Moreover, hepatic Kupffer cells have been shown to play a role in regulating the circulatory half-life of plasma VWF^24,26^. A number of specific macrophage receptors have also been implicated in regulating VWF binding, including the low-density lipoprotein receptor-related protein-1 (LRP1), the scavenger receptor class A member 1 (SR-A1), macrophage galactose-type lectin (MGL) and Siglec-5^26–29^. In this paper, we investigate the hypothesis that the binding of multimeric VWF to macrophages may influence innate inflammatory responses. We demonstrate that VWF binding triggers significant intracellular signaling within macrophages, resulting in p-38 and subsequent HIF-1α activation, together with enhanced glycolysis. This VWF interaction is mediated in part through macrophage LRP1, and leads to the secretion of proinflammatory cytokines and chemokines. Collectively, these data define a biological role for VWF in linking primary hemostasis to innate immunity at sites of vascular injury.

## Results

### VWF binding to macrophages triggers pro-inflammatory signaling

Recent studies have reported shear-dependent binding of VWF to macrophages^30,31^. In preliminary studies, we observed that purified plasma-derived (pd)-VWF can also bind to primary human macrophages and THP-1-derived macrophages under static conditions (Fig. 1a, b). Moreover, this static binding was followed by VWF endocytosis (Fig. 1c). Flow cytometry studies confirmed that pd-VWF and recombinant VWF both bound to human macrophages (Fig. 1d, f). In contrast, no VWF binding was observed to primary human monocytes or THP1 cells that had not been pre-activated with PMA (Supplementary Fig. 1A)^31^. Importantly, we further observed that pd-VWF binding was associated with pro-inflammatory intracellular signaling in both primary human macrophages (Fig. 1g) and in murine bone marrow-derived macrophages (BMDMs) (Fig. 1h). Both VWF binding to macrophages and pro-inflammatory effects were dose-dependent in nature (Supplementary Fig. 2). In particular, VWF induced activation of the MAPKinase pro-inflammatory signaling pathway with phosphorylation of p38 and JNK. In addition, VWF binding also activated NF-κB with phosphorylation of its regulatory subunit IKBα (Fig. 1g, h and Supplementary Fig. 1B).

**Fig. 1:**
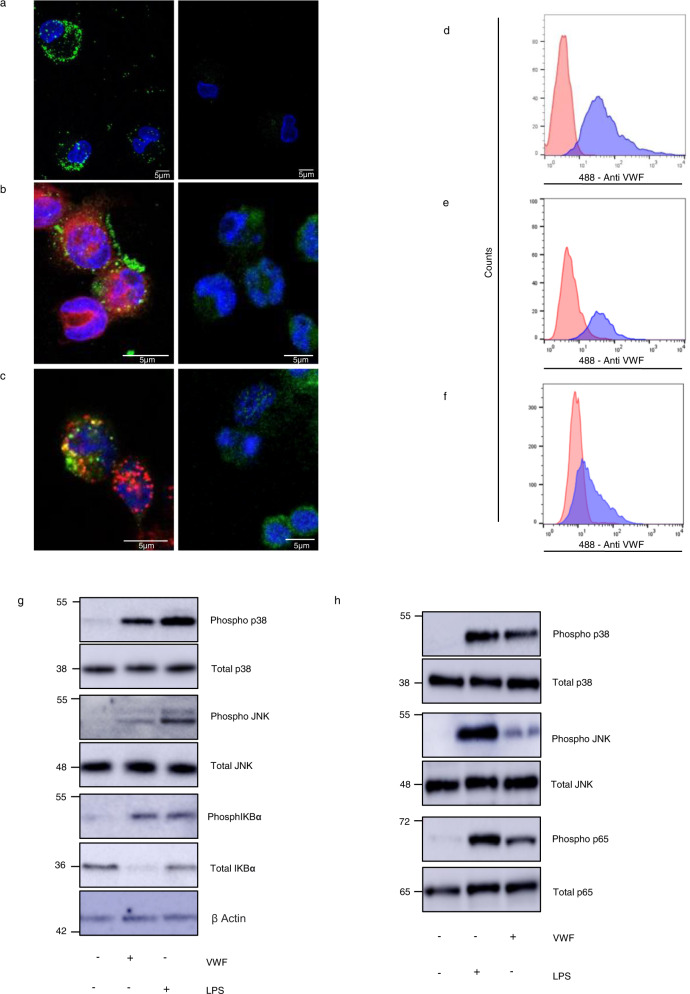
VWF binds to macrophages and triggers inflammatory signaling. **a** Binding of plasma-derived VWF (pd-VWF) to primary human macrophages and **b** THP1 macrophages was assessed in vitro using confocal microscopy as detailed in Materials and Methods (VWF staining in green; nuclear DAPI staining in blue; cell membrane staining in red). **c** VWF internalization was assessed using THP1 macrophage and anti-VWF antibody staining in green, DAPI and anti-EEA1 (early endosomes antigen 1) antibody staining in red and co-localization in yellow. pd-VWF or recombinant VWF (300–600 nM) were incubated with macrophages for 30 min at 37 °C and cells analyzed by flow cytometry. Representative histograms are presented where red represents control cells not treated with VWF and blue cells treated with VWF. **d** pd-VWF and **e** recombinant VWF binding to primary human macrophages; **f** recombinant VWF binding to THP1 macrophages. Flow gating strategy is presented in Supplementary Fig. 14.Western blot analysis of phosphorylation of p38, JNK, IKBα, and p65 in **g** primary human and **h** primary murine macrophages incubated with VWF (10 µg/ml) or LPS (100 ng/ml) for 30 min. All scale bars are 5 μM. All experiments were performed in triplicate and source data for this figure are provided as a Source Data file.

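Bulk RNA sequencing covered 28 cultures of bone marrow-derived macrophages, with 5 control and 5 VWF-treated cultures at both 3.5 h and 16 h and 4 cultures treated with bacterial lipopolysaccharide (LPS) at each time. The authors mapped the reads to the mouse genome GRCm38 with STAR and deposited the number of reads counted on each gene, without normalization or a filter. The gene annotation, the strand setting and the handling of reads that map to several places are not given in the sources used here. Total counts per culture ranged from 41131209 to 77699206 with a median of 52986574. The group medians lay between 47374692 in LPS-treated cultures at 3.5 h and 56697375 in VWF-treated cultures at 16 h. Genes were matched by Ensembl identifier to a GENCODE annotation of GRCm38, which held an exon length for 30143 of the 30159 genes with at least 1 count. As in the paper's methods, a comparison kept the genes that reached 10 TPM in at least 1 of its cultures, where TPM was computed here from the counts and the exon lengths. Each comparison was fitted on its own groups with edgeR's quasi-likelihood test after TMM normalization, and p values were adjusted by the Benjamini-Hochberg method. The SE given with a log2 fold change was computed as its absolute value over the square root of the test's F statistic. It is an approximation, and it may be too small where a group has very few counts. Genes were called differentially expressed at the paper's thresholds, an adjusted p of 0.05 and an absolute log2 fold change of 1. TMM factors lay between 0.735 and 0.848 in LPS-treated cultures and between 0.945 and 1.18 in control cultures. Expression is given as CPM, scaled by the TMM factors of all 28 cultures, as the mean ± SD of n cultures.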

To further investigate VWF signaling effects, RNAseq studies were performed on BMDMs after incubation with pd-VWF (10 μg/ml), LPS (100 ng/ml) or PBS control for 3.5 h (T1) or 16 h (T2) respectively. At 3.5 h, we observed that 1334 genes were differentially expressed (*p*-adjusted value < 0.05, absolute fold change > 2; 821 upregulated, 513 downregulated) in macrophages treated with VWF compared to untreated control cells (Fig. 2a). 

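In the 5 VWF-treated and 5 control cultures at 3.5 h, 8200 genes passed the expression filter. Of these, 1206 were differentially expressed in the edgeR fit, 753 of them higher and 453 lower after VWF. The median absolute log2 fold change of the 1206 genes was 1.64. With each culture left out in turn, between 1174 and 1216 genes were called. Among the alternatives, removal of the fold change threshold moved the number most, to 3578. Scaling by library size alone put the median log2 fold change of all tested genes at −0.22 and split the calls into 612 higher and 643 lower genes. Among genes whose VWF-treated cultures all lay above the control cultures, the largest increases were in Il12b (log2 fold change 11.23, SE 0.37), Cxcl11 (10.91, SE 0.49) and Nos2 (10.60, SE 0.42). No control culture held more than 5 counts of any of these genes, so that the value was 11.89 for Cxcl11 without Control 3.5 h replicate 2 and 11.38 for Nos2 without Control 3.5 h replicate 1, and 41.7% of the exon length of Cxcl11 overlaps Gm2673. The largest decreases among genes whose cultures did not overlap were in Gpr183 (−5.46, SE 0.15), Lpar6 (−4.65, SE 0.24) and the processed pseudogene Gm11699 (−4.47, SE 0.84), which had at most 126 counts in any control culture and was under the expression filter without Control 3.5 h replicate 4. The adjusted p of these 6 genes lay between 7.27e-10 for Gpr183 and 0.00104 for Gm11699 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).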

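The genes of TNF, IL-6 and IL-1β and of the chemokines CCL2, CCL3 and CCL4 were compared between 5 VWF-treated and 5 control cultures at 3.5 h. Tnf (ENSMUSG00000024401) lies on chromosome 17 of GRCm38 from 35199381 to 35202007, Il6 (ENSMUSG00000025746) on chromosome 5 from 30013114 to 30019981 and Il1b (ENSMUSG00000027398) on chromosome 2 from 129364570 to 129371139. Tnf reached 2490 ± 199 CPM (SD, n = 5) with VWF and 132 ± 22.7 CPM (SD, n = 5) in controls, a log2 fold change of 4.27 (SE 0.14). Il6 rose from 0.124 ± 0.0394 to 75.0 ± 30.8 CPM, a log2 fold change of 9.27 (SE 0.37), and the control cultures held at most 10 counts of it. Il1b rose from 0.917 ± 0.365 to 1140 ± 356 CPM, a log2 fold change of 10.28 (SE 0.38). The adjusted p was 2.48e-09 for Tnf, 6.97e-09 for Il6 and 4.58e-09 for Il1b (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 chemokine genes lie on chromosome 11, Ccl2 (ENSMUSG00000035385) from 82035571 to 82037453, Ccl3 (ENSMUSG00000000982) from 83647844 to 83649355 and Ccl4 (ENSMUSG00000018930) from 83662584 to 83664683. Ccl2 rose from 152 ± 49.1 to 506 ± 84.3 CPM, Ccl3 from 330.04 ± 112 to 2195 ± 474 CPM and Ccl4 from 172 ± 59.7 to 3176 ± 1039 CPM. Their log2 fold changes were 1.76 (SE 0.22), 2.76 (SE 0.24) and 4.23 (SE 0.31). Their adjusted p values were 4.28e-05, 2.14e-06 and 5.88e-07 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For each of these 6 genes every VWF-treated culture lay above every control culture. With each culture left out in turn, the lowest log2 fold change was 1.63, for Ccl2, and the largest adjusted p in the same test was 0.000203, also for Ccl2. Il1a, of whose exon length 11.2% overlaps Gm14023, had a log2 fold change of 8.69 (SE 0.27).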

Pertinently, pro-inflammatory cytokine (TNF, IL-6 and IL-1β) and chemokine (CCL2, CCL3, and CCL4) expression were all significantly increased following VWF exposure. The RNAseq data were confirmed using qPCR for selected pro-inflammatory genes (Supplementary Fig. 3A–F). Together, the transcriptomic analysis confirms that VWF treatment of macrophages is associated with a significant early pro-inflammatory effect. 

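Gene lists fixed before the data were examined were tested in VWF-treated against control cultures at 3.5 h with limma's camera at an inter-gene correlation of 0.01, and p values were adjusted by the Benjamini-Hochberg method over 24 list tests. Of 11 M1 macrophage markers, 9 passed the expression filter and 8 of them were called higher, with a mean log2 fold change of 6.97 (camera adjusted p = 2.46e-06). Tnf, Il6 and Il1b are among these markers and are genes that the paper names from these samples, so the list is not independent evidence. Nos2, the gene of iNOS, is also among them, and the paper's text names iNOS from a separate assay. All 30 genes of a type I interferon response list were called higher, with a mean log2 fold change of 4.29 (camera adjusted p = 3.96e-20). Adjusted over the list alone, without the fold threshold, 8 M1 markers and 30 interferon response genes were higher, as over all genes tested. Of 10 M2 markers, 4 were tested and 2 were called lower (camera adjusted p = 0.0923). The glycolysis, TCA cycle and HIF-1 target lists gave camera adjusted p values of 0.709, 0.743 and 0.986. The TCA cycle list had a mean log2 fold change of 0.39 and a median of −0.04, and the HIF-1 target list had a mean of 0.15, a median of −0.02 and a downward test. Only Acod1 was called in the TCA cycle list, with a log2 fold change of 8.22. In LPS-treated cultures at 3.5 h, 9 of 9 tested M1 markers and 30 of 30 interferon response genes were called higher (camera adjusted p = 3.48e-06 and 1.47e-19), and the other 4 lists had adjusted p values between 0.546 and 0.925, where the glycolysis list had a mean log2 fold change of 0.07, a median of −0.07 and a downward test. The M1 and interferon calls held under limma's rotation test fry for both agonists and both times. However, fry asks whether the genes of a list change at all, not whether they change more than other genes. With most of these genes called singly it could hardly fail, and it also passed the TCA cycle list. The change of setting that moved the VWF lists most was a correlation estimated from the data, under which the adjusted p was 0.131 for the interferon list and 0.0755 for the M1 markers and no list call of either agonist held. Hif1a rose from 152 ± 23.8 to 278 ± 6.31 CPM, a log2 fold change of 0.90 that stayed under the fold threshold (SE 0.10, adjusted p = 1.58e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).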

Importantly, however, this response differed both qualitatively and quantitatively compared to that observed following LPS treatment for the same time period (VWF versus LPS for 3.5 h −1005 differentially expressed genes; 441 upregulated, 564 downregulated; Supplementary Fig. 4A).

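In the comparison of 5 VWF-treated with 4 LPS-treated cultures at 3.5 h, 7500 genes were tested and 856 were differentially expressed, 353 of them higher and 503 lower with VWF. The fits that left out 1 culture called between 777 and 946 genes. Under library size scaling, with a median log2 fold change of all tested genes of 0.30, the calls split into 751 higher and 340 lower genes. Against the 5 control cultures, 8083 genes were tested for both agonists and 978 were called for both, 967 in the same and 11 in opposite directions. Among the 967 genes, the VWF effect was the smaller in 79.2%, and the median ratio of the VWF to the LPS log2 fold change was 0.758. In contrast, 27 of the 967 genes rose and 1 fell further with VWF than with LPS and were called in the direct comparison. Across the 8083 genes, which are not independent replicates, the log2 fold changes of the agonists had a Pearson correlation of 0.88 and a Spearman correlation of 0.75. Groups simulated without an effect against the same controls gave median correlations of 0.46 and 0.44, and no simulated draw called a gene for both agonists. These groups hold no changed genes, so they do not show what shared controls add where genes do change. Restricting the correlation to genes called for either agonist gave 0.91 and 0.87, and separate control cultures for the agonists gave medians of 0.87 and 0.73 over 20 divisions, with ranges from 0.78 to 0.90 and from 0.48 to 0.80. Ifnb1 was at 3.94 ± 1.30 CPM with VWF and 170 ± 51.4 CPM with LPS, a log2 fold change of −5.42 (SE 0.30). Lag3 and Sectm1a were also lower with VWF, by log2 fold changes of −5.64 (SE 0.22) and −6.35 (SE 0.62; −7.51 without VWF 3.5 h replicate 4, and under the expression filter without LPS 3.5 h replicate 4), and Trem1 was higher, with 20.03 CPM against 1.03 CPM. The adjusted p was 4.72e-07 for Ifnb1, 8.41e-08 for Lag3, 1.38e-05 for Sectm1a and 7.66e-07 for Trem1 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The small RNA genes Gm23136 and Mir7213 were called higher with VWF but were listed at 0 in all 4 LPS-treated cultures and reached at most 34 counts in a VWF-treated culture, and neither was called without VWF 3.5 h replicates 1 or 5 or LPS 3.5 h replicates 1, 3 or 4. Il6 and Ccl2 were lower with VWF than with LPS by log2 fold changes of −2.59 (SE 0.27) and −2.04 (SE 0.18), whereas Tnf differed by −0.16 (SE 0.09, adjusted p = 0.165, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).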

**Fig. 2:**
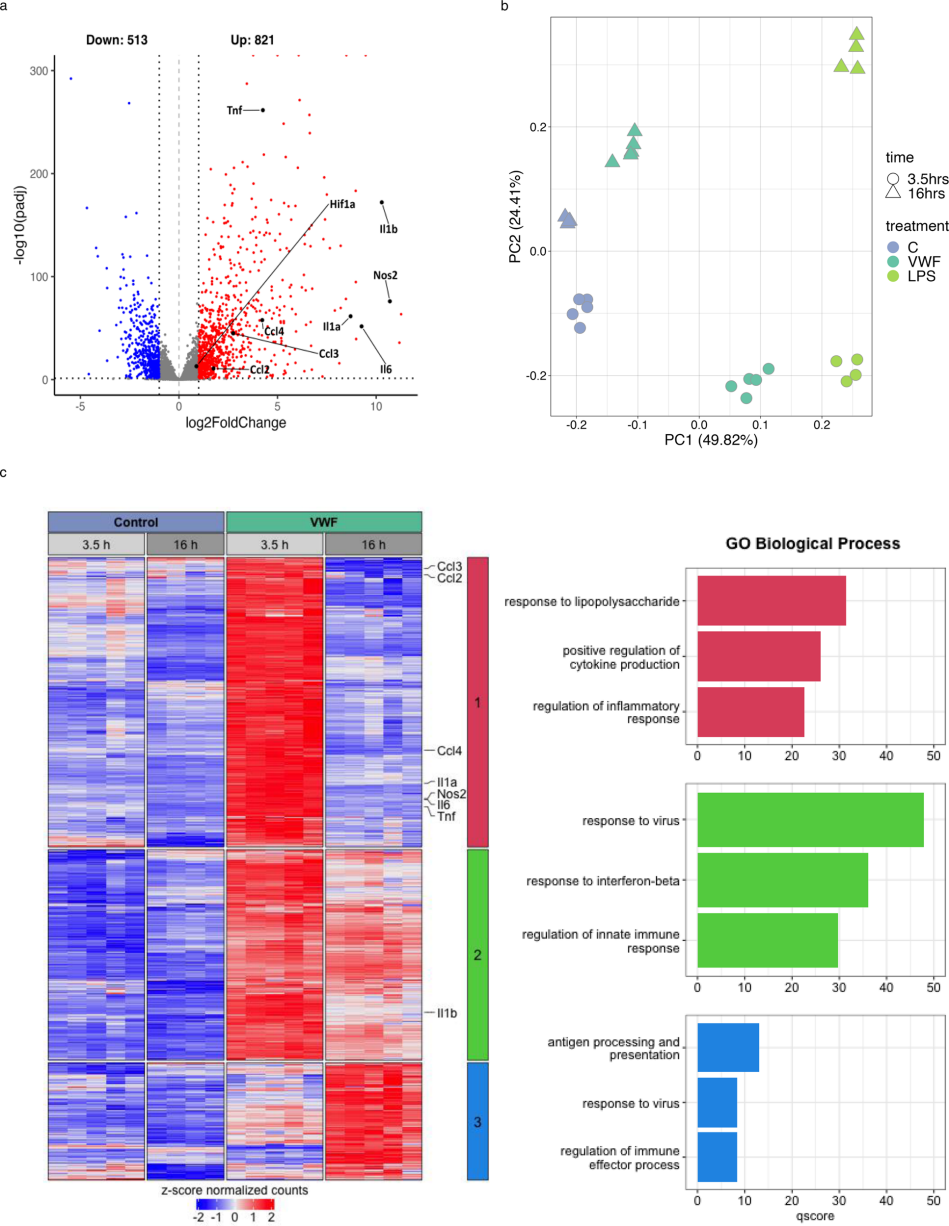
VWF induces a pro-inflammatory transcriptional response in macrophages. **a** Volcano plot of significantly differentially expressed genes (FDR < 0.05) as detected by RNAseq in VWF-treated macrophages versus PBS-control for 3.5 h (*n* = 5 each). Red and blue dots indicate statistically significant up- and down-regulated genes, respectively. Key pro-inflammatory genes are labeled in black. **b** First (PC1) and second (PC2) principle components of a PCA plot of RNA-seq data of control- (blue), VWF-(dark green) and LPS-treated (light green) macrophages at different time points. **c** Heatmap of genes that are induced by VWF-treated macrophages versus control. Genes were clustered using hierarchical clustering with Pearson’s correlation similarity and complete linkage using z-score transformed gene expression values. Key proinflammatory genes are listed along the heatmap. The top three clusters were identified using k-means clustering (center, colored bar). Corresponding gene ontology enrichment results from these clusters are provided as bar charts on the right. The q-score represents the negative log_10_ of the *p*-adjusted value. Source data for this figure are provided as a Source Data file.

While both VWF and LPS had pro-inflammatory effects on macrophages at 3.5 h, principal component analysis (PCA) highlighted marked differences in transcriptomic reprogramming induced by either VWF or LPS treatment at 16 h (Fig. 2b). 

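The PCA was repeated on regularized log values of the 8867 genes that reached 10 TPM in any of the 28 cultures. PC1 held 48.7% and PC2 22.8% of the variance. Control cultures had mean PC1 scores of −29.1 at 3.5 h and −34.1 at 16 h, and LPS-treated cultures of 40.3 and 41.0. VWF-treated cultures moved from 15.9 ± 3.12 (SD, n = 5) at 3.5 h to −17.8 ± 2.41 (SD, n = 5) at 16 h. PC2 separated the times, with group means from −24.1 to −12.3 at 3.5 h and from 5.97 to 35.8 at 16 h. Over all 8867 genes, the distance of the VWF group mean from the control mean was 69.8% ± 3.32 (SD over the VWF cultures, n = 5) of the LPS distance at 3.5 h and 45.8% ± 4.31 (SD, n = 5) at 16 h. The choice of genes moved the variance of PC1 most, to 68.6% with the 500 most variable genes.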

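At 16 h, LPS-treated cultures (n = 4) were compared with control cultures (n = 5) over 7994 genes, of which 2210 were differentially expressed, 1221 higher and 989 lower. Under library size scaling, with a median log2 fold change of −0.57, the split was 793 higher and 2253 lower genes. All 10 tested M1 markers and all 30 interferon response genes were higher with LPS (camera adjusted p = 1.08e-06 and 2.26e-20). Nos2, with at most 4 counts in a control culture, reached 2119 ± 792 CPM with LPS, and Tnf, Il6 and Il1b had log2 fold changes of 3.60 (SE 0.19), 9.88 (SE 0.97) and 8.82 (SE 0.64) with adjusted p values of 3.38e-07, 2.16e-05 and 2.87e-06 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the control cultures at 16 h only replicate 4 had counts of Il6 or Nos2, so no fold is given for them without it, and for Il1b the value was then 9.50. In VWF-treated cultures at 16 h (n = 5), 679 of 7798 tested genes differed from control, 355 higher and 324 lower. Without replicate 5 of the control cultures at 16 h, the numbers were 689 for VWF and 2259 for LPS. All 30 interferon response genes were still higher with VWF, with a mean log2 fold change of 3.31 (camera adjusted p = 7.97e-27). Of 6 tested M1 markers, 4 were higher and 1, Cd86, was lower (camera adjusted p = 0.00237). M2 markers were lower with VWF (mean log2 fold change −1.76, 3 of 6 called lower and Arg1 called higher, camera adjusted p = 0.000734) and with LPS (mean −0.83, 4 of 6 called lower and Arg1 called higher, camera adjusted p = 0.0193). With LPS at 16 h the glycolysis and HIF-1 target lists were higher (camera adjusted p = 0.0466 and 0.00377), but the glycolysis list lost its call without LPS 16 h replicates 1 (0.0701), 2 (0.0653) or 3 (0.0514) or Control 16 h replicate 5 (0.0692). The remaining lists had adjusted p values between 0.0923 and 0.291, and the TCA cycle list with LPS had a mean log2 fold change of 0.04, a median of −0.14 and a downward test. With a correlation estimated from the data, no list kept its call (adjusted p of 0.507 for the HIF-1 targets with LPS), and library size scaling left the M2 markers with LPS at 0.163. Without the fold threshold, adjustment over the list alone and over all genes tested gave the same 5 M1 markers higher with VWF and 10 with LPS, and 5 M2 markers lower with either agonist. With LPS, 13 glycolysis genes were then higher and 3 lower over the list alone (12 and 3 over all genes tested), and 15 HIF-1 target genes higher and 2 lower (14 and 2). Of the 753 genes raised by VWF at 3.5 h, 580 were tested at 16 h, where 223 were still higher than control and 16 were lower. The largest increases with VWF were in Cfb (log2 fold change 9.38, SE 0.77), of which 81.0% shares sequence with Gm20547, Ccl5 (8.79, SE 0.30) and Saa3 (8.78, SE 0.90; 9.88 without Control 16 h replicate 5). Of the control cultures only replicate 4 had counts of Cfb, so no fold is given without it, and without VWF 16 h replicate 3 the gene was under the expression filter. The largest decreases with VWF were in Ccl24 (−8.23, SE 0.46), Serpinb1a (−6.43, SE 0.49) and Gm42793 (−5.26, SE 0.88), of which 9.71% shares sequence with Spp1 and 24.7% of the exon length overlaps it.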

At this later time point, LPS treatment of macrophages was still associated with pro-inflammatory gene expression (Supplementary Fig. 4B), whereas macrophages treated with VWF reverted to an expression profile similar to that of the control group (Fig. 2b). 

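Genes called higher with VWF at 3.5 h or 16 h, 885 in all, were grouped into 3 clusters by k-means on z-scores of log2 CPM over the 20 control and VWF-treated cultures. The clusters were ordered by the difference in mean z-score between the VWF groups at 16 h and 3.5 h. The first held 423 genes with a median log2 fold change of 1.68 at 3.5 h and 0.06 at 16 h. At 16 h, 282 of these genes passed the expression filter and 39 of them were called higher and 16 lower than control. The second held 310 genes with medians of 2.06 and 1.31, of which 171 were called higher at 16 h. The third held 152 genes with medians of 0.62 and 1.80, of which 145 were called higher at 16 h. Mean z-scores in VWF-treated cultures at 3.5 h and 16 h were 1.49 ± 0.0713 and −0.55 ± 0.0765 in the first cluster (SD, n = 5), 1.16 ± 0.113 and 0.49 ± 0.122 in the second, and 0.03 ± 0.0921 and 1.28 ± 0.184 in the third. In control cultures at 16 h the z-score of the first cluster was −0.66 ± 0.121 (SD, n = 5). Hierarchical clustering moved the sizes most, to 735, 56 and 94 genes, and kept 62.4% of the genes in the same cluster. With each culture left out in turn, between 94.2% and 99.4% of the shared genes kept their cluster.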

Analysis of the genes induced by VWF across both time points highlights three main waves of transcriptional expression: (Cluster 1) transient early response genes that show expression at 3.5 h but are switched off at 16 h, (Cluster 2) early response genes that show sustained expression at the later time point, albeit at a reduced level, and (Cluster 3) late response genes that are switched on at 16 h. Gene ontology enrichment analysis of these induced gene clusters revealed a strong enrichment for genes involved in proinflammatory processes (Fig. 2c). 

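Gene ontology terms were not used here. The genes of the M1 and interferon lists were counted in the clusters, a count chosen after the clusters had been seen and not tested for enrichment. Of the 9 M1 markers among the 885 genes, 6 lay in cluster 1, 2 in cluster 2 and 1 in cluster 3. Of the 30 interferon response genes, 1 lay in cluster 1 (Cxcl10), 21 in cluster 2 and 8 in cluster 3. Under hierarchical clustering, 28 of the 30 interferon response genes and 8 of the 9 M1 markers lay in cluster 1, so that the separation of the 2 lists rests on k-means.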

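Expression of the genes of TNF, IL-6, IL-1β, CCL2, CCL3 and CCL4 was compared between the 5 cultures treated with VWF for 16 h and the 5 treated for 3.5 h. Tnf was at 50.0 ± 2.52 CPM (SD, n = 5) after 16 h of VWF, a log2 fold change of −5.63 from 3.5 h (SE 0.10). The log2 fold changes of the other genes were −7.95 (SE 0.36) for Il6, −6.27 (SE 0.31) for Il1b, −2.33 (SE 0.21) for Ccl2, −6.28 (SE 0.22) for Ccl3 and −7.24 (SE 0.31) for Ccl4. Their adjusted p values ranged from 2.42e-11 for Tnf to 2.22e-06 for Ccl2 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and for all 6 genes every culture at 16 h lay below every culture at 3.5 h. Among all 7927 genes tested in this comparison, 1696 were differentially expressed, 725 higher and 971 lower at 16 h. In k-means clustering, Il1b lay in the second cluster of VWF-induced genes and the other 5 genes in the first. Control cultures changed less between the times, with log2 ratios of 16 h over 3.5 h of −2.29 for Tnf, −0.86 for Il6, 1.53 for Il1b, −0.21 for Ccl2, −1.05 for Ccl3 and −0.75 for Ccl4. The interaction of VWF treatment and time, which takes out the change in controls, was −3.37 (SE 0.18) for Tnf, −7.07 (SE 1.26) for Il6, −7.80 (SE 0.62; −7.08 without Control 16 h replicate 4) for Il1b, −2.14 (SE 0.35) for Ccl2, −5.25 (SE 0.29) for Ccl3 and −6.52 (SE 0.46) for Ccl4. The adjusted p of the interaction was largest for Il6, at 0.000189 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For Il6 the interaction rests on replicate 4 of the control cultures at 16 h, the only one of them with counts of Il6. Its size is therefore not precise. Without that culture the interaction of Il6 was not called, and no fold is given. Against control cultures at 16 h, Il1b was still higher with VWF (log2 fold change 2.45, SE 0.49; 3.16 without Control 16 h replicate 4), Tnf was higher by 0.88 (SE 0.12) and not called, and Ccl2 differed by −0.40 (SE 0.26). Ccl3 and Ccl4 lay below control, by log2 fold changes of −2.51 (SE 0.15) and −2.29 (SE 0.30). Il6 did not pass the expression filter in this comparison.

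**Figure D1:**
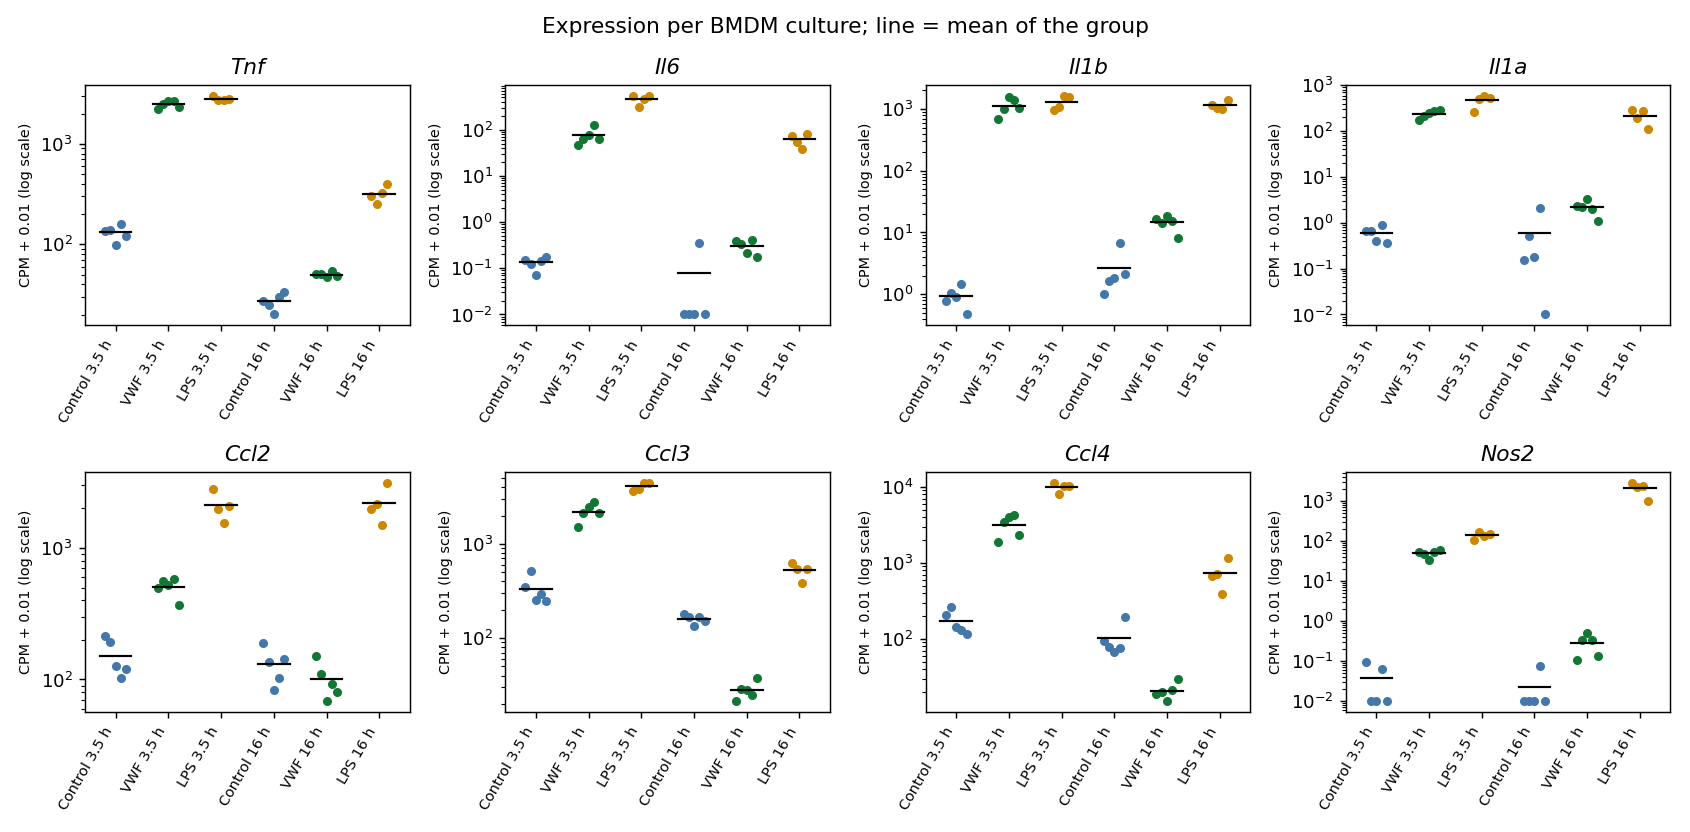
Expression of 8 genes in each culture (points, CPM plus 0.01 on a log axis) by treatment and time, with the mean of each group as a line. After VWF, Tnf falls from a mean of 2490 CPM at 3.5 h to 50.0 CPM at 16 h.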

Many key pro-inflammatory genes (including TNF, IL-6, IL-1β, CCL2, CCL3, and CCL4) lie within clusters 1 and 2 and show attenuated expression following VWF treatment for 16 h compared to VWF treatment for only 3.5 h (Fig. 2c and Supplementary Fig. 5A, B). Overall, we observed that 2249 genes (998 upregulated, 1251 downregulated) were differentially expressed following macrophage treatment with VWF versus LPS for 16 h (Supplementary Fig. 4C, D). Collectively, these findings demonstrate that the pro-inflammatory effects of VWF on macrophages are qualitatively distinct from those induced by LPS and further highlight that VWF-induced macrophage transcriptomic reprogramming is subject to temporal regulation.

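Over the 7574 genes tested in 5 VWF-treated and 4 LPS-treated cultures at 16 h, 1932 were differentially expressed, 837 higher and 1095 lower with VWF. Leaving out each culture gave between 1875 and 2034 genes. Under library size scaling, with a median log2 fold change of all tested genes of 0.44, the calls split into 1726 higher and 700 lower genes. The largest decreases were in Nos2 (log2 fold change −12.90, SE 0.57), Lipg (−10.81, SE 0.51) and Cxcl11 (−9.20, SE 0.41), and the largest increases in Lrr1 (7.22, SE 0.51; 8.00 without LPS 16 h replicate 3), Pald1 (6.36, SE 0.40) and Gm11707 (6.05, SE 0.54). The adjusted p of these 6 genes lay between 8.62e-08 for Nos2 and 7.45e-06 for Gm11707 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl2 and Ccl4 were lower with VWF by −4.45 (SE 0.29, adjusted p = 1.05e-06) and −5.14 (SE 0.34, adjusted p = 9.76e-07) in the same edgeR test with Benjamini-Hochberg adjustment.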

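The change of each agonist's effect between 3.5 h and 16 h was tested as the interaction of treatment and time. For VWF, 1171 of 8660 genes had a changed effect, 474 in the upward and 697 in the downward direction, which became 612 and 570 under library size scaling. For LPS, 2301 of 8748 genes had a changed effect, 1177 upward and 1124 downward. The largest upward change for VWF was in Arg1 (6.23, SE 0.98, adjusted p = 4.95e-05; 0.0896 with voom and sample weights) and the largest downward change in Hcar2 (−8.80, SE 0.77, adjusted p = 2.93e-08) by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. At 16 h, 7691 genes were tested for both agonists against the 5 control cultures, and 518 were called for both, 486 in the same and 32 in opposite directions. The VWF effect was the smaller in 86.4% of the 486 genes, with a median ratio of 0.582. Across genes, which are not independent replicates, the log2 fold changes of VWF and LPS at 16 h had a Pearson correlation of 0.65 and a Spearman correlation of 0.42. Simulated groups without an effect gave 0.47 and 0.45. They hold no changed genes, so they do not show what shared controls add where genes do change. No conclusion about the Spearman value is drawn from them. With separate control cultures for the agonists, the median correlations over the 20 divisions were 0.60 and 0.29, with ranges from 0.56 to 0.63 and from 0.23 to 0.34. Among the genes called in opposite directions at 16 h, Cd86 had log2 fold changes of −2.74 (SE 0.24) with VWF and 3.49 (SE 0.27) with LPS, and Ccl4 of −2.29 and 2.89 (SE 0.41). Scimp, at 4.51 CPM in controls, was at 0.934 CPM with VWF and 86.3 CPM with LPS. The adjusted p values of Cd86 were 1.34e-05 with VWF and 4.04e-06 with LPS, and those of Scimp were 1.21e-05 and 1.72e-07 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). From the numbers of differentially expressed genes at both times, the separation in the PCA and the attenuated expression of the cytokine genes after 16 h of VWF, the paper concludes that the effects of VWF are qualitatively distinct from those of LPS and are regulated in time.

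**Figure D2:**
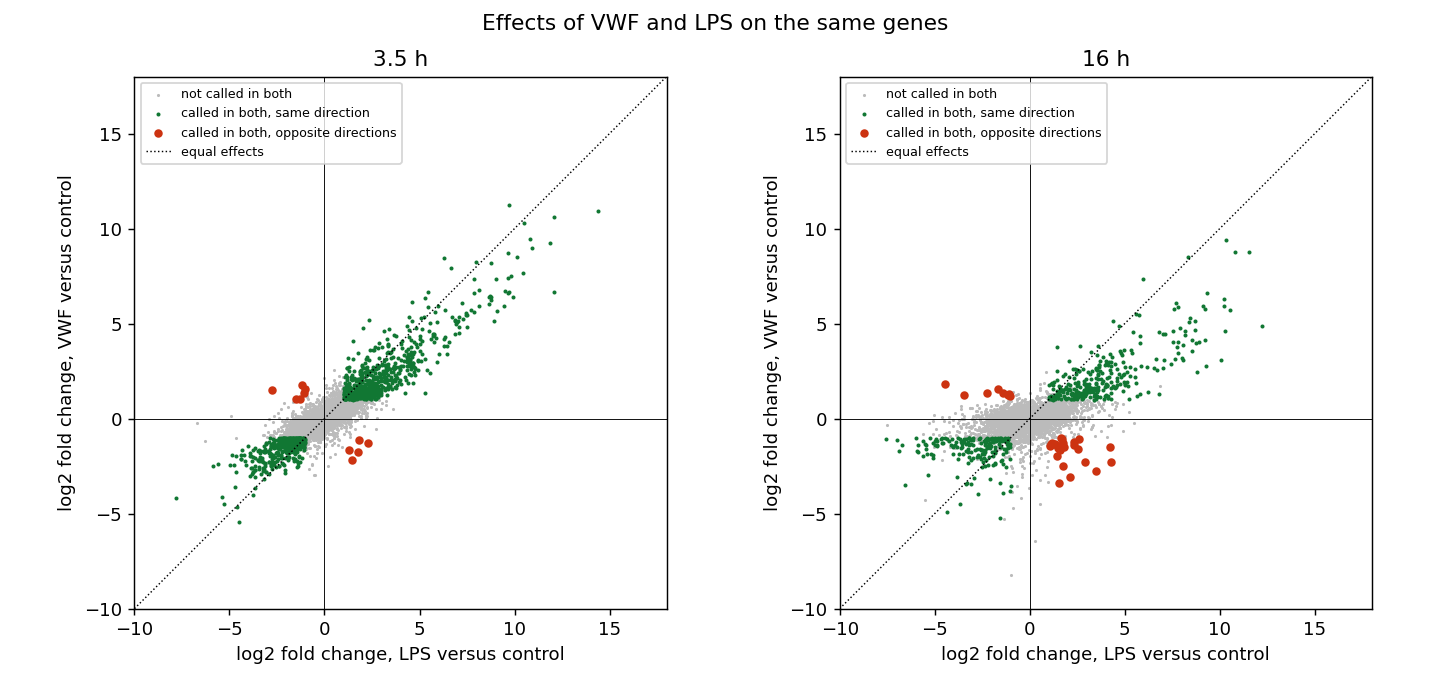
Log2 fold change against control with VWF (vertical axis) and LPS (horizontal axis) for each gene tested for both agonists at 3.5 h (left) and 16 h (right), with genes called for both agonists in color. The 967 genes called in the same direction at 3.5 h lie mostly on the LPS side of the dotted line of equal effects, and 32 genes called for both lie in the opposite quadrants at 16 h.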

### VWF induces cytokine and chemokine expression and promotes monocyte chemotaxis

In keeping with the observed signaling effects, VWF binding to macrophages was associated with a significant increase in pro-inflammatory cytokine expression (including TNF and IL-6) (Fig. 3a, b). IL-1β protein secretion depends on NLRP3 inflammasome activation, which requires dual signal triggering^32^. Although VWF binding to macrophages was associated with an increase in IL-1β mRNA (Supplementary Fig. 3C), a significant increase in IL-1β secretion (Fig. 3c) and parallel decrease in intracellular pro-IL-1β concentrations (Fig. 3d) were only observed when VWF-treated macrophages were also subsequently exposed to ATP as a second stimulus demonstrating inflammasome activation by VWF. Control studies excluded endotoxin contamination of the pd-VWF product (Supplementary Fig. 6). Moreover, binding of the recently licensed clinical grade recombinant VWF (Vonvendi®, Takeda) to macrophages was also associated with proinflammatory signaling (Supplementary Fig. 7). Interestingly, the pro-inflammatory effects of clinical-grade rVWF were attenuated compared to pd-VWF, which may reflect differences in post-translational modification (in particular glycosylation) for rVWF compared to pd-VWF. Of note, the rVWF is expressed in Chinese hamster ovary (CHO-rVWF) cells which do not have the ability to generate α2–6 sialylation. Together, these findings demonstrate that VWF binding to macrophages directly initiates pro-inflammatory signaling, resulting in downstream pro-inflammatory cytokine production.

**Fig. 3:**
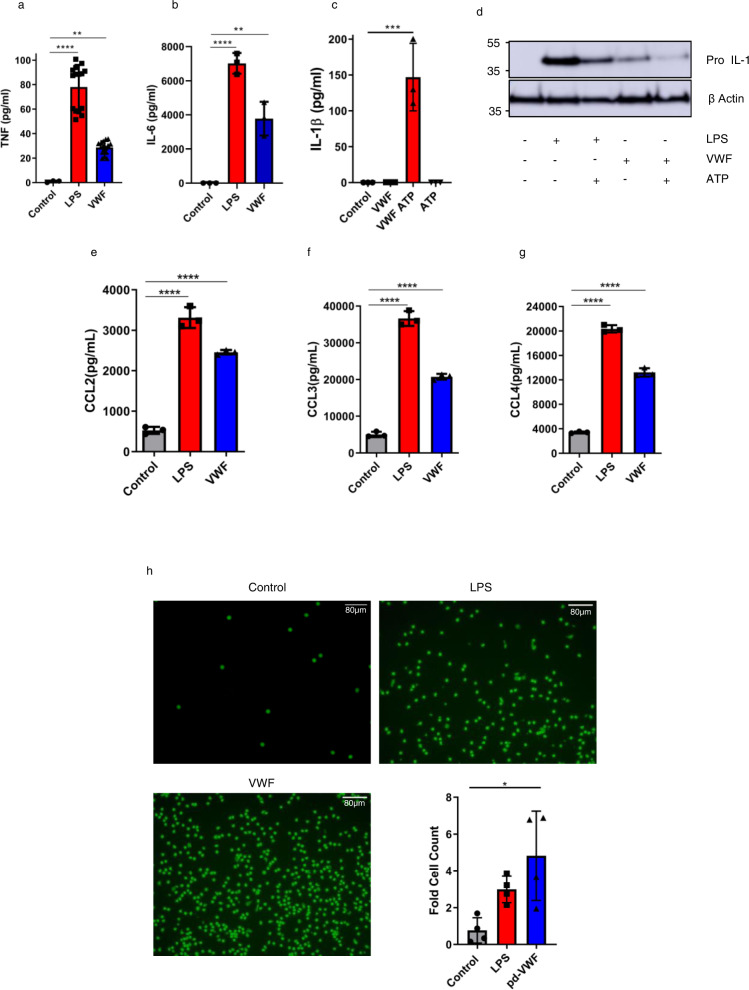
VWF induces pro-inflammatory cytokine and chemokine expression and promotes monocyte chemotaxis. **a** pd-VWF (10 µg/ml) or LPS (100 ng/ml) incubation with primary human macrophages for 4 h resulted in significant increases in secretion of **a** TNF (control vs LPS ****P < 0.0001, control vs VWF **P = 0.0052) and **b** IL-6 pro-inflammatory cytokines similar to LPS (control vs LPS ****P < 0.0001, control vs VWF **P = 0.0011). **c**, **d** Although VWF binding to macrophages was associated with an increase in IL-1β mRNA and intracellular pro-IL-1β levels, a significant increase in IL-1β secretion (and concurrent decrease in intracellular pro-IL-1β) levels was only observed when VWF-treated macrophages were also subsequently exposed to ATP as a second hit (***P = 0.0003). Similarly, pd-VWF (10 μg/ml) or LPS (100 ng/ml) stimulation of primary human macrophages for 24 h resulted in a significant increase in secretion of chemokines including (**e**) CCL2, **f** CCL3 and **g** CCL4 with ****P < 0.0001 control vs LPS and control vs VWF for all chemokines. All experiments were performed in triplicate, and the results shown represent the mean values ± standard deviation (SD) and the significance was determined by ANOVA respect to the control. *P < 0.05, **P < 0.01, ***P < 0.001 respectively. **h** Primary human macrophages were incubated with pd-VWF (10 μg/ml) or LPS (100 ng/ml) for 24 h. Cell supernatants were then collected and placed in the lower chamber of a transmigration wells. Naïve human monocytes were placed in the upper chamber and allowed to migrate for 2.5 h. Migrated cell numbers were stained with calcein-AM and assessed using Image J software. Monocyte migration induced by the supernatants from macrophages incubated with pd-VWF (10 μg/ml) (*P < 0.0207), LPS (100 ng/ml) (*P* = 0.213) or media are represented as average fold cell-count increase over four independent experiments and presented as mean values ± SD. pd-VWF (10 μg/ml) alone had no significant effect on the migration of naïve human monocytes (ns = not significant). All scale bars are 80 μM. Source data for this figure are provided as a Source Data file.

In view of the ability of VWF binding to upregulate pro-inflammatory cytokine secretion, we investigated its effects upon macrophage chemokine expression. VWF binding to primary human macrophages was associated with a significant increase in chemokine expression (including CCL2, CCL3, and CCL4) similar to that observed with the LPS-treated positive control (Fig. 3e–g). The potential functional significance of this VWF-induced chemokine expression was further investigated using a transmigration chemotaxis assay with supernatants collected from primary human macrophages stimulated with either pd-VWF, clinical-grade recombinant VWF or LPS respectively. Similar to LPS-treated positive controls cells, supernatants collected from macrophages stimulated with either pd-VWF or recombinant VWF were both effective in promoting enhanced monocyte transmigration (Fig. 3h and Supplementary Fig. 7B). Interestingly, however, the supernatant from both the pd- and recombinant VWF-treated macrophages was significantly more effective than LPS at recruiting monocytes (Fig. 3h and Supplementary Fig. 7B). Finally, we assessed whether VWF incubation influenced human macrophage phagocytic activity. VWF-treatment significantly (*p* < 0.05) attenuated macrophage phagocytosis of GFP-labeled *E. coli* in a manner similar to that observed with the LPS positive control. Collectively, these findings demonstrate that VWF binding plays a role in regulating macrophage cytokine and chemokine expression and thus has the potential to directly influence macrophage biology in vivo.

### VWF triggers macrophage polarization towards an M1 phenotype

In view of the pro-inflammatory effects associated with pd- and recombinant VWF binding to macrophages, we investigated whether VWF interaction might influence macrophage polarization into M1 (classically activated or “pro-inflammatory”) or M2 (alternatively activated or “anti-inflammatory”) phenotypes. Incubation of murine BMDMs with LPS and IFN-γ resulted in ~75% of cells adopting an M1 phenotype (positive for C11b and CD38 expression) (Fig. 4a, b). In contrast, treatment with IL-4, IL-10, and IL-13 resulted in the majority of macrophages adopting an M2 phenotype (positive for CD11b and CD206) (Fig. 4c). Interestingly, treatment with VWF alone was sufficient to result in more than 70% of the BMDM adopting an M1 phenotype (Fig. 4d). Previous studies have demonstrated that generation of reaction oxygen species (ROS) and induction of nitric oxide synthetase (iNOS) constitute a hallmark feature of M1 macrophages^33,34^. We observed that VWF treatment of BMDM was associated with a significant increase in both iNOS expression (Fig. 4e) and ROS production (Fig. 4f). Together, these findings further support the hypothesis that VWF binding induces significant pro-inflammatory effects in macrophages.

**Fig. 4:**
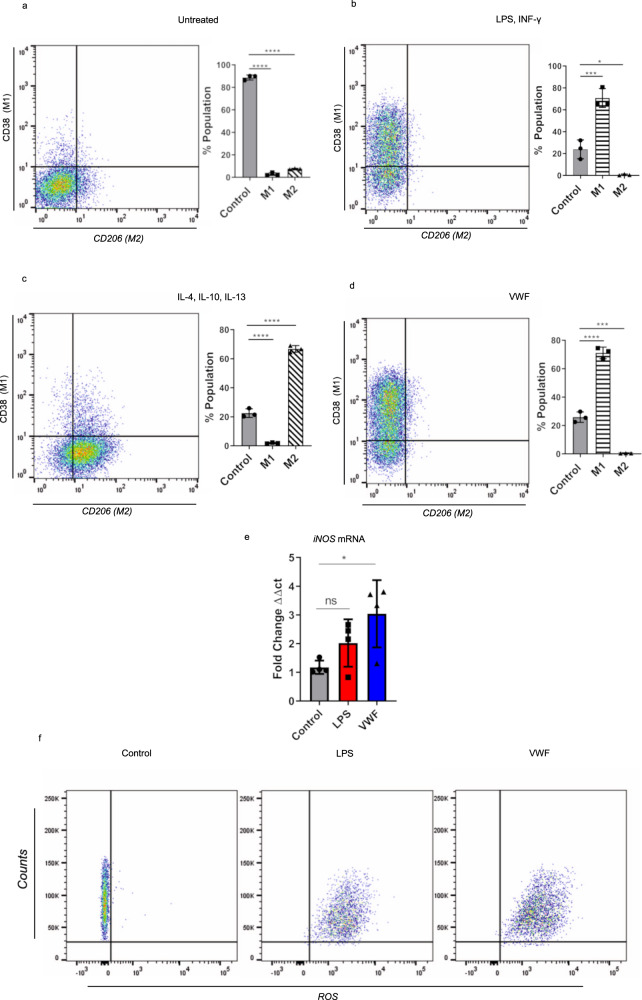
VWF triggers M1 macrophage phenotype. **a**–**d** Murine BMDMs were incubated in the presence or absence of a variety of different agonist combinations including (LPS 100 ng/ml and IFN-γ 20 ng/ml), (IL-4 40 ng/ml, IL-10 10 ng/ml, and IL-13 20 ng/ml) or pd-VWF (10 µg/ml) for 24 h and then cell surface marker expression was examined by flow cytometry. Flow gating strategy is presented in Supplementary Fig. 15. **a** Untreated control BMDMs expressed no CD38 or CD206. **b** The majority of BMDMS treated with LPS and INF-γ were CD38 positive, consistent with an M1 phenotype (*P = 0.0004). **c** In contrast, the majority of BMDMs incubated with IL-4, IL-10, and IL-13 were CD206 positive, consistent with an M2 phenotype (*P < 0.0001). **d** BMDM stimulation with pd-VWF (10 μg/ml) resulted in a significant increase in expression of CD38, consistent with a pro-inflammatory M1 macrophage phenotype (*P < 0.0001). Consistent with this M1 phenotype, **e** VWF treatment also resulted in a significant increase in iNOS expression in BMDMs (*P = 0.0287), **f** together with a marked increase in generation of reactive oxygen species (ROS). The data are presented as mean values ± SD for three independent experiments. The significance was calculated by ANOVA where *P < 0.05, **P < 0.01, ***P < 0.001 ****P < 0.0001; ns = not significant. Source data for this figure are provided as a Source Data file.

### VWF regulates macrophage metabolism and drives glycolysis

Alterations in metabolic pathways, and in particular an increase in glycolysis, constitute a hallmark of inflammatory macrophages activated by both pathogen-associated and damage-associated signals through pattern-recognition receptor signaling^35,36^. To further investigate the hypothesis that VWF modulates macrophage function, the effects of VWF-binding on macrophage metabolism were assessed using extracellular flux analysis. Basal rates of glycolysis and oxidative phosphorylation were assessed using a Seahorse XF analyzer which measures extracellular acidification (ECAR) and cellular oxygen consumption rate (OCR) as readouts of glycolysis and mitochondrial respiration respectively. Basal rates of ECAR and OCR were assessed before and after the addition of mitochondrial inhibitors (including oligomycin, FCCP, or Antimycin A and rotenone (AA + R) respectively) as previously described^37^. Following 3 h stimulation with pd-VWF, a significant increase in ECAR (consistent with a marked increase in glycolysis) was observed in basal glycolysis (ECAR readings prior to the addition of Oligo) similar in magnitude to that observed with LPS exposure (Fig. 5a, b). Interestingly, and in keeping with the temporal effects of VWF observed on macrophage transcriptomics, after an extended 16-h incubation, the pd-VWF-induced increase in BMDM glycolysis had resolved, whereas ECAR remained significantly elevated in macrophages treated with LPS over the same time course (Fig. 5c, d).

**Fig. 5:**
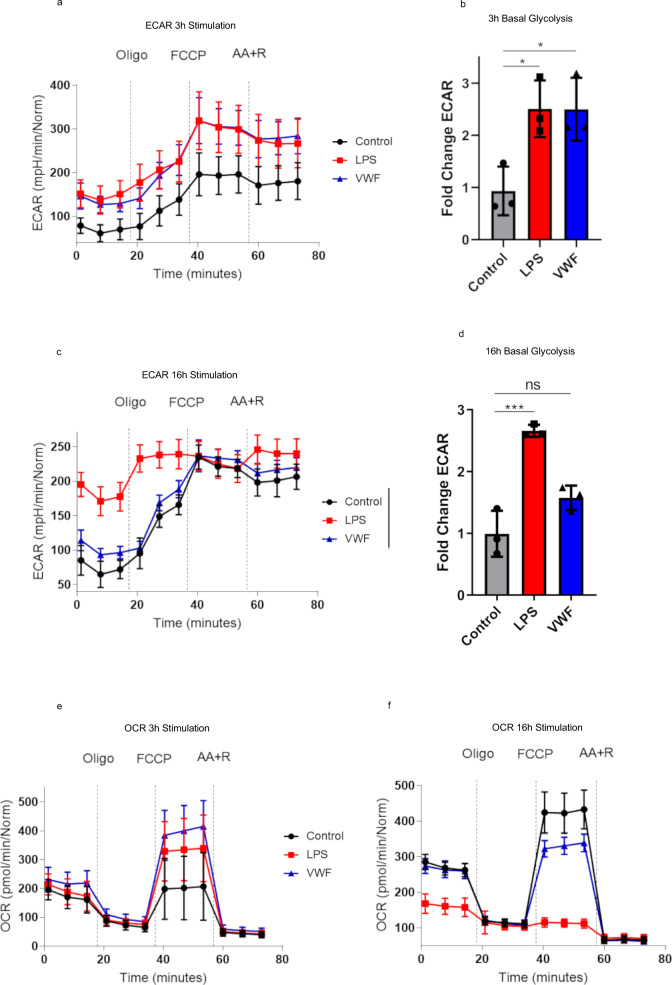
VWF regulates macrophage metabolism and drives glycolysis. Extracellular flux analysis (Seahorse XF Cell Mito Stress kit) was used to assess the effects of VWF-binding upon macrophage metabolism. Extracellular acidification (ECAR) was measured to study the effects on glycolysis following stimulation with VWF (10 μg/ml) (blue), LPS (100 ng/ml) (red), or untreated controls (black) for 3 h (**a**, **b**) and 16 h (**c**, **d**) respectively. Similarly, cellular oxygen consumption rate (OCR) was assayed to study the effects on BMDM oxidative phosphorylation after 3 h and 16 h (**e**, **f**) incubations. The effects of VWF and LPS on BMDM glycolysis (*P = 0.0272 and ***P = 0.0004 for control vs LPS; *P = 0.0279 and *P* = 0.0646 for control vs VWF, following 3 and 16 h respectively) and oxidative phosphorylation were studied in the presence or absence of specific mitochondrial inhibitors. Plots are representative images collected from three independent assays. The data are presented as the mean values ± SD for three independent experiments. Significance was determined by ANOVA in which **p < 0.01 and ****p < 0.0001. Source data for this figure are provided as a Source Data file.

OCR was used to assess mitochondrial oxidative phosphorylation (OXPHOS) after incubation with LPS or pd-VWF for 3 and 16 h. In contrast to its effect in promoting glycolysis, LPS or pd-VWF did not affect basal levels of mitochondrial oxidative phosphorylation (Fig. 5e). However, in keeping with previous reports^35,36^, we observed that 16 h exposure to LPS resulted in markedly reduced mitochondrial OCR (Fig. 5g). No such effect was observed in cells incubated with pd-VWF. Importantly, similar effects on macrophage metabolism were also observed when macrophages were treated with clinical-grade recombinant VWF in place of pd-VWF (Supplementary Fig. 7C). In addition, the effects of VWF on macrophage metabolism were not attributable to altered BMDM cell viability after stimulation (Supplementary Fig. 8A).

Transcriptomic analysis of VWF- or LPS-treated macrophages provided further insights into the mechanisms underlying these extracellular flux findings. In particular, we observed that VWF and LPS treatments induced distinct transcriptional changes in metabolic pathway genes at the 3 and 16 h time points (Supplementary Fig. 9). 

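Lists of 21 glycolysis and 22 TCA cycle genes were fixed before the data were examined, and 42 of the 43 genes passed the expression filter at 3.5 h and all 43 at 16 h. The RNA-seq samples of the earlier time point were taken at 3.5 h. Against control, VWF changed 4 of these genes at 3.5 h, all higher, and 3 at 16 h, 2 higher and 1 lower. LPS changed 4 at 3.5 h, 3 higher and 1 lower, and 17 at 16 h, 10 higher and 7 lower. Under library size scaling, higher genes lost their call with LPS at 16 h. They were Slc2a1 (log2 fold change 0.86), Hk2 (0.95), Hk1 (0.56), Pfkl (0.68), Eno2 (0.55) and Ldha (0.54). Adjusted over the list alone, the numbers of genes called were 4, 3, 4 and 17. The fold threshold decided most of these numbers, and without it VWF changed 12 and 11 genes and LPS 19 and 25 (12, 11, 9 and 25 when adjusted over the list alone). Of the TCA cycle list, Acod1 rose most, with log2 fold changes at 3.5 h of 8.22 with VWF (SE 0.40, adjusted p = 2.66e-08) and 7.99 with LPS (SE 0.41, adjusted p = 2.29e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was the only gene of that list called with VWF at either time and with LPS at 3.5 h.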

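Between VWF-treated (n = 5) and LPS-treated (n = 4) cultures, 4 of the 42 tested glycolysis and TCA cycle genes were differentially expressed at 3.5 h, 3 higher and 1 lower with VWF. At 16 h the number was 15 of 43, 7 higher and 8 lower with VWF. At 3.5 h, 2 genes were called without VWF 3.5 h replicate 4 and 2 without LPS 3.5 h replicate 2, and no gene passed a test against a fold of 2. Cultures treated with VWF for 16 h differed from those treated for 3.5 h in 15 of the 43 genes, 10 higher and 5 lower at 16 h. Of these 15, 14 were glycolysis genes. The change of the VWF effect between the times was called for Pfkp (log2 scale −1.82, SE 0.33, adjusted p = 0.000211) and Acod1 (−2.25, SE 0.62, adjusted p = 0.00776; −1.48 without Control 16 h replicate 4) of the 2 lists, by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment.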

Importantly, transcription of key glycolysis, and TCA cycle -related genes in macrophages were specifically modified depending on the agonist (VWF or LPS), as well as the duration of exposure. While both VWF and LPS induced increased glycolysis at 3 h, we observed that these effects were driven by distinct changes in glycolysis-related gene expression between the two agonists. For example, VWF alone caused induction of Slc2a1 (a rate-limiting glucose transporter) at 3 h. Conversely at 3 h, LPS caused higher expression of Hexokinase II and III, the first enzymes in the glycolysis pathway. Similarly, genes involved in TCA cycle (including the isocitrate dehydrogase isozymes Idh1 and Idh2) were also differentially expressed depending on the agonist and duration of treatment.

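The glycolysis genes called higher than control at 3.5 h with VWF (n = 5 against 5) were Hk2, Pfkl and Pfkfb3. Pfkl rose from 52.2 ± 8.64 to 113 ± 18.3 CPM (log2 fold change 1.14, SE 0.13, adjusted p = 2.78e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), but its call was lost under library size scaling (0.92). Pfkfb3 rose from 100.1 ± 18.0 to 246 ± 22.9 CPM (log2 fold change 1.33, SE 0.12, adjusted p = 3.78e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With LPS (n = 4 against 5), Hk2 and Hk3 were called higher and Pgam1 lower, and the log2 fold changes of Pfkl and Pfkfb3 were 0.07 (SE 0.14) and 0.44 (SE 0.16) and not called. Pgam1 fell from 249 ± 41.6 to 104 ± 30.4 CPM with LPS (log2 fold change −1.23, SE 0.20, adjusted p = 0.000236, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 39.7% of its sequence is shared with Pgam1-ps2. In the direct comparison of the agonists, Slc2a1, Pfkl and Eno2 were higher and Hk3 lower with VWF. The difference was 1.09 on the log2 scale for Pfkl (SE 0.14, adjusted p = 9.37e-05; 0.98 without VWF 3.5 h replicate 4) and 0.90 for Pfkfb3 (SE 0.14, adjusted p = 0.000515), the latter under the fold threshold (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).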

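Slc2a1 (ENSMUSG00000028645) lies on chromosome 4 of GRCm38 from 119108711 to 119137983. At 3.5 h it was at 142 ± 22.5 CPM with VWF (SD, n = 5), 88.9 ± 18.5 CPM in controls (n = 5) and 71.3 ± 14.3 CPM with LPS (n = 4). The log2 fold change against control was 0.70 with VWF (SE 0.14, adjusted p = 0.00197), under the fold threshold of 1, and −0.29 with LPS (SE 0.16, adjusted p = 0.121, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The VWF-treated and control cultures overlapped, since replicate 4 of the controls reached 122 CPM and the lowest VWF-treated culture 111 CPM. Between VWF and LPS the log2 fold change was 1.01 (SE 0.15, adjusted p = 0.000301, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the gene fell under the fold threshold in 5 of the 9 fits with 1 culture left out (without VWF 3.5 h replicates 4 or 5 or LPS 3.5 h replicates 1, 2 or 3), with values from 0.93 to 1.16. The DESeq2 value of this difference was 0.998, and of the alternatives only library size scaling (1.30) and removal of the fold threshold kept the call. At 16 h the log2 fold change against control was 0.01 with VWF (SE 0.23, adjusted p = 0.988) and 1.42 with LPS (SE 0.25, adjusted p = 0.000849, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), the latter under the fold threshold with library size scaling (0.86).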

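Hk2 (ENSMUSG00000000628) lies on chromosome 6 of GRCm38 from 82725025 to 82774454 and Hk3 (ENSMUSG00000025877) on chromosome 13 from 55005985 to 55021385. At 3.5 h, Hk2 was at 192 ± 34.6 CPM with LPS (SD, n = 4), 114 ± 19.5 CPM with VWF (n = 5) and 55.3 ± 23.5 CPM in controls (n = 5). Its log2 fold change against control was 1.82 with LPS (SE 0.25, adjusted p = 6.23e-05) and 1.07 with VWF (SE 0.24, adjusted p = 0.00299, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The VWF call of Hk2 was lost in 3 of the 10 fits with 1 culture left out (without Control 3.5 h replicate 1, Control 3.5 h replicate 3 or VWF 3.5 h replicate 5), where the lowest value was 0.96, and under library size scaling (0.85). Between VWF and LPS, Hk2 differed by −0.73 on the log2 scale (SE 0.15, adjusted p = 0.00228, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold threshold. Hk3 was at 515 ± 77.4 CPM with LPS (n = 4), 250.2 ± 16.1 CPM with VWF (n = 5) and 233 ± 10.4 CPM in controls (n = 5). Its log2 fold change was 1.17 with LPS (SE 0.11, adjusted p = 2.17e-06) and 0.13 with VWF (SE 0.07, adjusted p = 0.146, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Under library size scaling the LPS value of Hk3 was 0.65 and was not called. Between VWF and LPS the difference of Hk3 was −1.02 (SE 0.11, adjusted p = 2.46e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It fell under the fold threshold in 2 of the 9 fits with 1 culture left out (without VWF 3.5 h replicate 3 or LPS 3.5 h replicate 2). The same happened under library size scaling (−0.73) and with voom and sample weights (−0.99).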

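Idh1 (ENSMUSG00000025950) lies on chromosome 1 of GRCm38 from 65158616 to 65186500 and Idh2 (ENSMUSG00000030541) on chromosome 7 from 80094846 to 80115392. After 16 h of LPS, Idh1 was at 80.3 ± 12.6 CPM (SD, n = 4) and Idh2 at 13.1 ± 1.59 CPM (n = 4), against 228 ± 86.4 and 68.3 ± 16.6 CPM in controls (n = 5). The log2 fold changes were −1.46 for Idh1 (SE 0.26, adjusted p = 0.00102) and −2.34 for Idh2 (SE 0.22, adjusted p = 1.45e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Replicate 5 of the control cultures at 16 h lay apart for both genes, and over the fits with 1 culture left out the values ranged from −1.58 to −1.21 for Idh1 and from −2.49 to −2.26 for Idh2. With VWF at 16 h the log2 fold changes were −0.27 (SE 0.21, adjusted p = 0.408) and 0.32 (SE 0.18, adjusted p = 0.233, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Between VWF and LPS at 16 h, Idh1 differed by 1.24 (SE 0.13, adjusted p = 1.99e-05) and Idh2 by 2.71 (SE 0.11, adjusted p = 4.81e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At 3.5 h neither agonist changed Idh1 or Idh2 by more than 0.26 on the log2 scale in either direction, and none of these changes was called. The interaction of LPS treatment and time was −1.59 (SE 0.28) for Idh1 and −2.07 (SE 0.23) for Idh2, and that of VWF treatment and time was −0.04 (SE 0.25) and 0.50 (SE 0.20). Idh3a, Suclg2 and Fh1 were also lower with LPS at 16 h, by log2 fold changes of −1.48, −1.47 and −1.31. From the metabolic genes that differ between the agonists and between the times, the paper proposes mechanisms behind its extracellular flux measurements, stating that different glycolysis genes drive the early response to VWF and to LPS.

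**Figure D3:**
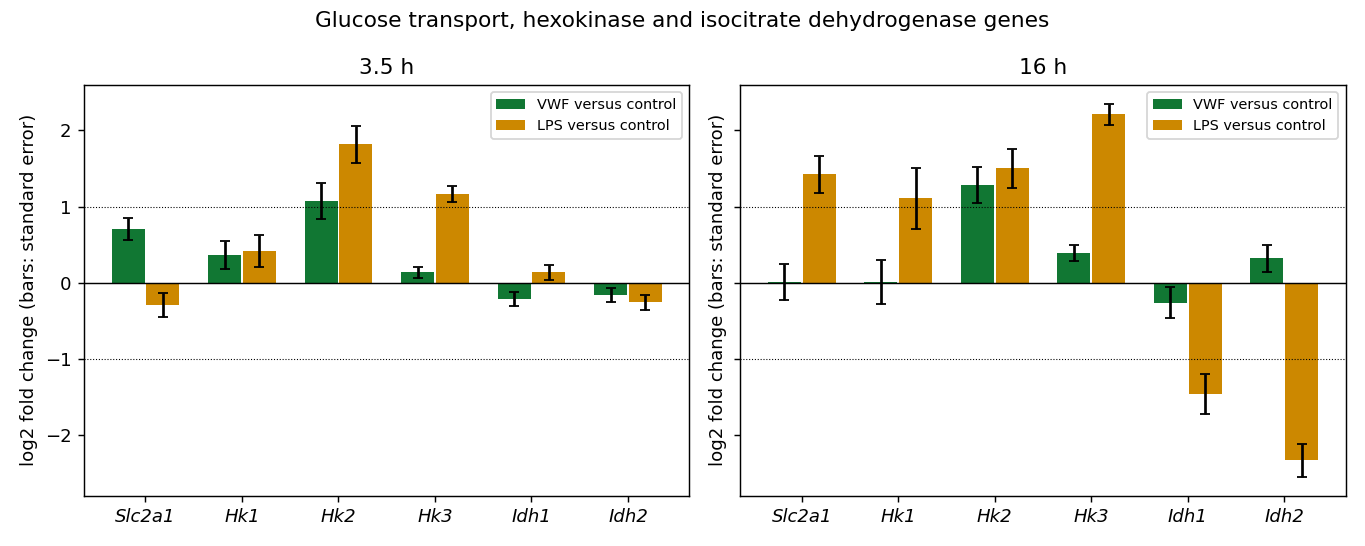
Log2 fold change against control with VWF and LPS at 3.5 h (left) and 16 h (right) for 6 genes of glucose transport, hexokinases and isocitrate dehydrogenases, with the SE computed from the F statistic as bars and the fold threshold as dotted lines. At 16 h, Idh1 and Idh2 are called lower with LPS and are not called with VWF.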

### VWF influences mitochondrial morphology and upregulates HIF-1α expression

Previous studies have reported that changes in mitochondrial morphology accompany changes in macrophage metabolic state^38^. In particular, mitochondria adopt a fragmented appearance when glycolysis activity is high, as opposed to an elongated state during periods of heightened oxidative phosphorylation^38–40^. In keeping with this hypothesis, we observed that LPS stimulation of macrophages for either 3 or 16 h resulted in fragmented mitochondrial morphology (Fig. 6a, b). Interestingly, treatment with VWF for 3 h was also associated with significantly higher levels of mitochondrial fragmentation. However, in contrast to LPS, mitochondrial morphology had returned to normal following 16 h exposure to VWF. These findings further support the hypothesis that VWF binding has significant modulatory effects upon macrophage mitochondrial morphology, which will impact on mitochondrial metabolism and, in particular, demonstrate that VWF promotes short-term marked increases in macrophage glycolysis.

**Fig. 6:**
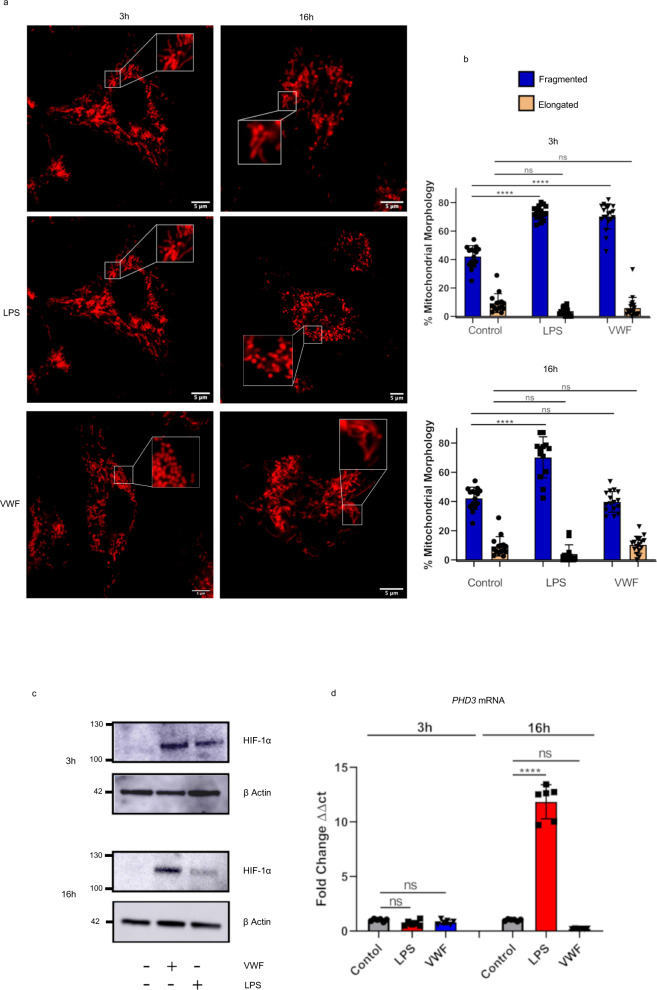
VWF influences mitochondrial dynamics and up-regulates HIF-1α expression. **a**, **b** Murine BMDMs were incubated in the presence or absence of pd-VWF (10 μg/ml) or LPS (100 ng/ml) for 3 or 16 h and mitochondrial morphology assessed using Mitotracker and scanning confocal live cell imaging as detailed in the Materials and Methods. A minimum of 20 images including ≥60 mitochondria per cell were analyzed per treatment. Following 3 h stimulation with either VWF or LPS, a significant increase in mitochondrial fragmentation consistent with an increase in glycolysis was observed (*p* < 0.01 and *p* < 0.001 respectively). Although a significant increase in mitochondrial fragmentation was still observed following a 16 h incubation with LPS (****P < 0.0001), it was no longer observed in BMDMs treated with VWF (*P* = 0.958, ns = not significant). **c**, **d** BMDMs were treated with either VWF (10 μg/ml) or LPS (100 ng/ml) for 3 or 16 h (****P < 0.0001 for control vs LPS and *P* = 0.3065 for control vs VWF at 16 h), and then HIF-1α or PHD3 expression were assessed using Western blotting or qRT-PCR respectively. The data are presented as mean values ± SD for three independent experiments. The significance was calculated by ANOVA where *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 respectively. Source data for this figure are provided as a Source Data file.

The ability of LPS to promote macrophage glycolysis, even with prolonged exposure, has been attributed at least in part to an upregulation in HIF-1α expression^41,42^. To investigate potential mechanisms through which VWF promotes macrophage glycolysis in a time-dependent manner, HIF-1α expression following 3- and 16-h incubations with VWF or LPS respectively was assessed. After 3-h incubation with either VWF or LPS, a significant increase in macrophage HIF-1α protein expression levels was observed (Fig. 6c). Interestingly, although HIF-1α expression remained elevated in BMDMs after a 16-h incubation with LPS, levels were reduced in VWF-treated cells following this extended treatment (Fig. 6c). Furthermore, we observed similar time-dependent effects of LPS and VWF on the expression of macrophage PHD3 which is a key negative regulator of HIF-1α expression (Fig. 6d)^43^.

### Macrophage LRP1 plays a critical role in regulating VWF inflammatory signaling

Recent studies have reported that the LRP1 receptor on both human and murine macrophages can bind to VWF, and that it plays a role in regulating VWF clearance in vivo^25,44–46^. In keeping with those data, we confirmed that VWF binding to primary human macrophages was attenuated in the presence of anti-LRP1 antibody (Fig. 7a). Binding of a number of other LRP1 ligands have been reported to initiate intracellular signaling in macrophages^47,48^. To investigate whether VWF-LRP1 binding is involved in triggering VWF pro-inflammatory signaling, primary macrophages were incubated with pd-VWF (10 μg/ml) in the presence or absence of RAP (200 nM). In the presence of RAP, a significant reduction in VWF-induced MAPKinase p38 phosphorylation was observed (Fig. 7b, c). Consistent with previous studies demonstrating that LPS binding to TLR4 leads to activation of JNK, p-38, and NF-κB activation^49^, RAP did not inhibit LPS-induced p38 phosphorylation (Supplementary Fig. 8C). Moreover, RAP did not attenuate VWF-induced JNK or NF-κB activation (Fig. 7b, c). Consistent with the RAP data, anti-LRP1 inhibitory antibody also significantly reduced VWF-induced p38 signaling but did not alter NF-κB signaling determined by p65 (Fig. 7d, e). Together, these findings demonstrate that VWF interaction with macrophages drives activation of the p38 MAPKinase pathway, which is modulated at least in part through the LRP1 receptor.

**Fig. 7:**
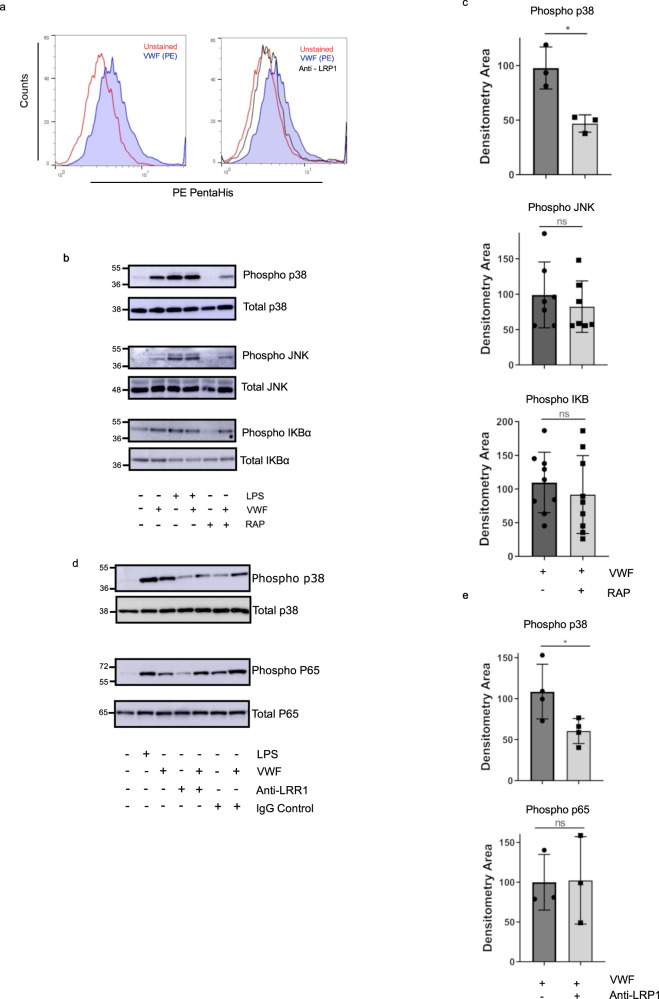
LRP1 plays a crucial role regulating VWF inflammatory signaling. **a** Flow cytometry was used to determine the binding of pd-VWF to human primary macrophages in the presence of LRP1 blocking antibody. Flow gating strategy is presented in Supplementary Fig. 14. Representative histogram of VWF bound to macrophage (blue) and pd-VWF bound to macrophage in the presence of anti-LRP1 antibody (black). **b** Inhibition of human macrophage LRP1 binding with receptor associated protein (RAP) decreased p38 phosphorylation by 50% (*P = 0.013), with no alteration in JNK or NF-κB activation (ns = not significant, *P* = 0.642 and *P* = 0.374, respectively). **c** Densitometry of western blots determined from 3 independent experiments. **d** Inhibition of LRP1 using a monoclonal anti-LRP1 antibody resulted in similar effects as RAP inhibition with p38 signaling reduced 50% (*P = 0.0394), and no alteration in NK-κB activation (*P* = 0.953). **e** Densitometry of western blots determined from three independent experiments (mean ± SD). The significance was determined by Mann Whitney or t-test in which *P < 0.05. Source data for this figure are provided as a Source Data file.

We further investigated whether MAPKinase p38 might play a role in regulating VWF-dependent effects on macrophage glycolysis. Importantly, the p38 MAPKinase inhibitor SB202190 significantly reduced the ability of LPS (Fig. 8a, b) or VWF (Fig. 8c, d) to promote macrophage glycolysis but did not affect cell viability (Supplementary Fig. 8B). Furthermore, this was confirmed to be HIF-1α dependent, as p38 inhibition also prevented VWF-induced downstream HIF-1α activation (Fig. 8e). Cumulatively these findings demonstrate that the proinflammatory effects in macrophages triggered by VWF interaction with LRP1 are mediated through p38 activation, which in turn causes early stabilization of HIF-1α and enhanced glycolysis.

**Fig. 8:**
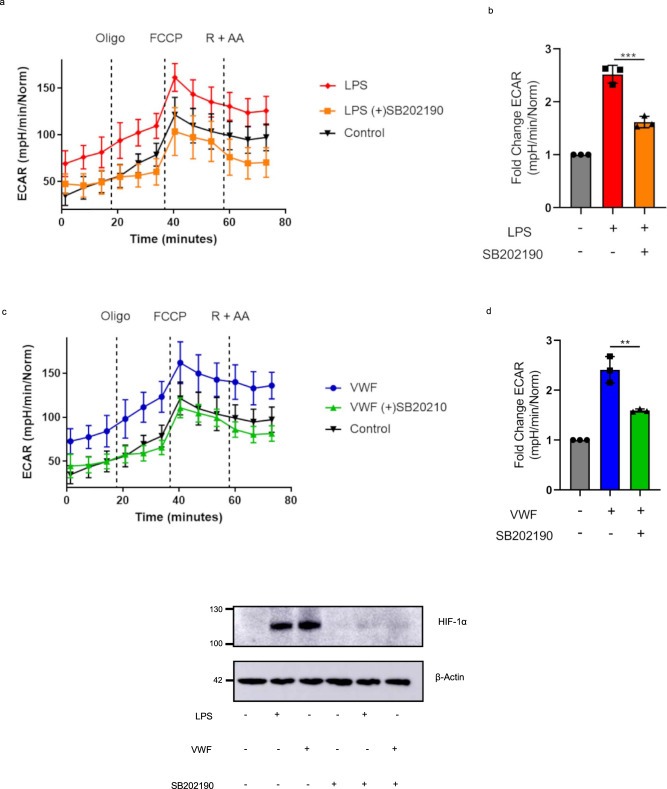
p38 and HIF-1α triggered enhanced glycolysis produced following VWF stimulation. Representative plots of BMDMs extracellular acidification rate (ECAR) and bar charts of fold change of the basal ECAR following 3 h treatment and with **a**, **b** LPS (100 ng/ml) or **c**, **d** VWF (10 μg/ml) with or without 1 h pre-treatment of p38 inhibitor, SB202190 (50 μM). Fold change ECAR was determined from three independent experiments ± SEM. Significance was determined by ANOVA (**p < 0.01). **e** BMDMs were treated for 3 h with pd-VWF (10 μg/ml) or LPS (100 ng/ml) with or without SB202190 (50 μM) 1 h pre-treatment. HIF-1α levels then examined by Western blot and total protein determined by β-actin. All experiments were performed in triplicate and source data for this figure are provided as a Source Data file.

In keeping with previous studies^25,46^, we observed that multiple domains within VWF contribute to macrophage binding (Supplementary Fig. 10A–E). Initial experiments demonstrated that N-terminal VWF-D’A3 and the C-terminal VWF-A3CK truncations could both bind to macrophages (Supplementary Fig. 10B–C). The binding of full-length VWF and VWF truncations (VWF-A1A2A3 and VWF-D’A3) to macrophages was significantly enhanced in the presence of ristocetin which causes A1 domain unfolding similar to that induced by shear-stress (Supplementary Fig. 10B, D). Finally, we assessed macrophage binding for individual A1, A2, and A3 domains respectively. Significant binding was observed for the A1 domain, but not for either the A2 or A3 domains (Supplementary Fig. 10E). Similarly, we observed that multiple VWF domains (including VWF-D’A3, VWF-A1A2A3, and VWF-A1) could bind to immobilized LRP1 and that binding was enhanced in the presence of ristocetin. Collectively, these findings highlight a key role for the A1 domain in modulating macrophage and LRP1 interaction, but further confirm that other N- and C-terminal domains of VWF can also interact with macrophages. This hypothesis is supported by the observation that an anti-VWF antibody targeted to the A1 domain can attenuate but not completely inhibit VWF binding to macrophages under shear stress conditions (Supplementary Fig. 11).

### VWF has pro-inflammatory and chemo-attractive effects in vivo

In vitro binding of VWF to macrophages is associated with polarization towards an M1 pro-inflammatory phenotype, metabolic changes and production of pro-inflammatory cytokines and chemokines. To further investigate the potential in vivo significance of these observations we utilized a previously described model of chemotaxis in which clinical-grade rVWF or saline control were injected into the peritoneum of wild-type mice^50–52^. Peritoneal lavage was then performed, and peritoneal exudate cells (PEC) recovered for analysis by flow cytometry (Supplementary Fig. 12). Three hours after intraperitoneal injection of clinical-grade VWF into mice, there was a non-significant reduction in the total number of cells recovered from the peritoneum with no changes in the cellular composition of the PEC compared to PBS-injected control mice (Fig. 9a). In contrast, after 24 h there was a significant (*P* < 0.05) increase in numbers of PEC recovered in VWF-injected mice relative to PBS-injected mice (Fig. 9a). Flow cytometry phenotyping of PEC cells demonstrated that clinical-grade VWF elicited a significant (*P* < 0.05) increase in macrophages (CD45 + CD11b + Siglec-Ly6G-) in the peritoneum (Fig. 9b). There are two macrophages (CD45 + CD11b + Siglec-Ly6G-) subsets in the peritoneum of mice. Large peritoneal resident macrophage (LPM) populations (F4/80hiMHCIIlo) constitute the main population (~80–90%) of peritoneal macrophages in naive mice under steady state conditions. In contrast, small peritoneal macrophage (SPM; F4/80lowMHCIIhi) represent a minor (~10%) population that expands in response to inflammatory stimuli. Injection of VWF did not significantly alter the resident LPM population, but caused a significant increase (*P* < 0.05) in SPM (Fig. 9c, d). In contrast, clinical-grade VWF did not induce any significant changes in neutrophils or eosinophils within the peritoneum (Fig. 9e, f). To further validate the changes detected by flow cytometry in peritoneal macrophages after VWF treatment in vivo, RNA was isolated from PEC before and after treatment with VWF or PBS respectively. Consistent with our previous RNAseq data and in vitro studies, VWF-treatment was associated with significant increases in TNF, IL-6, and IL-1β expression in PEC at 3 h (Fig. 9g–i). Collectively, these in vivo data support the hypothesis that macrophages represent a primary target for the pro-inflammatory response induced by VWF.

**Fig. 9:**
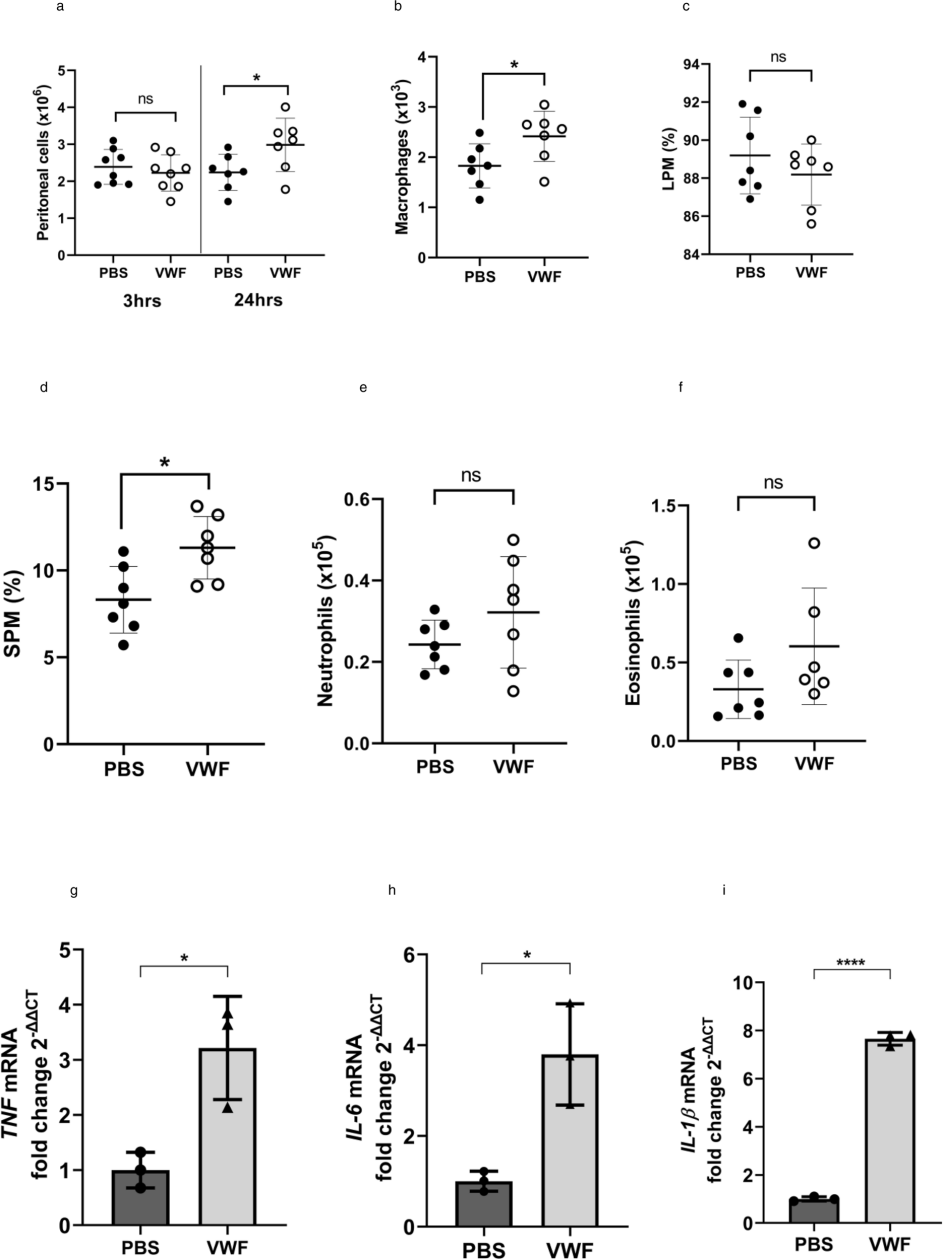
Intraperitoneal injection of VWF activates macrophages in the peritoneal cavity of mice. Mice were injected IP with VWF (2 mg/kg) or PBS (control). After 3 or 24 h post-injection periods, mice were sacrificed, peritoneal lavage performed and peritoneal exudate cells (PEC) recovered and analyzed by flow cytometry (see Supplementary Fig. 10) and gene expression analyzed by qPCR. **a** Total numbers of PEC cells recovered from mice (*P* = 0.508 and *P = 0.0428 for 3 and 24 h respectively). **b** Numbers of macrophages present in PEC of mice (*P = 0.0383) and relative frequency (%) of **c** large peritoneal macrophages (LPM) (*P* = 0.320 and **d** small peritoneal macrophages (SPM) (*P = 0.0108). Numbers of **e** neutrophils (*P* = 0.187) and **f** eosinophils in PEC (*P* = 0.112). Data are presented as mean ± SD from 7 to 8 mice per group and from two biological replicates. **g**, **h** To validate the changes detected by flow cytometry in peritoneal macrophages after VWF treatment in vivo, RNA was isolated from PEC before and after treatment with VWF or PBS respectively. Consistent with our RNAseq data and in vitro studies, VWF-treatment was associated with significant increases in **g** TNF (***P = 0.0004), **h** IL-6 (**P = 0.0061), and **i** IL-1β (****P < 0.0001) expression were observed in PEC at 3 h. Statistical significance was determined using *t*-test in which *p < 0.05, **p < 0.01, ***p < 0.001. Source data for this figure are provided as a Source Data file.

## Discussion

Accumulating recent data has demonstrated that VWF not only regulates primary hemostasis, but also has direct effects upon inflammatory responses^10,12–16^. These pro-inflammatory properties of VWF have been observed in a variety of different murine inflammatory disease models and have been independently validated in experiments using either VWF-blocking antibodies or VWF^−/−^ mice^12–14^. However, the biological mechanisms underpinning the immuno-modulatory effects of VWF remain poorly understood. In vitro studies have confirmed that immobilized VWF can bind directly to leukocytes^31,53^. Under flow conditions, this VWF-leucocyte interaction was shown to consist of initial transient rolling (mediated via VWF binding to leukocyte PSGL-1) followed by stable adhesion (mediated by VWF interaction binding to leukocyte β2-integrins)^31^. In keeping with previous studies demonstrating a role for liver Kupffer cells in regulating VWF clearance^24,26^, we observed binding of both pd-VWF and recombinant VWF to primary human macrophages, THP-1 macrophages, and murine BMDMs respectively. As reported previously, however, no significant VWF binding to undifferentiated primary monocytes was seen^31^. Based on these findings, we propose that VWF and monocytes circulate together in normal blood with minimal interaction. However, at sites of vascular injury, VWF comes into contact with tissue-resident macrophages. VWF will bind to these macrophages because they express a different repertoire of surface receptors. Importantly, our data further highlight that VWF does not simply bind to macrophages. Rather, VWF binding also initiates significant downstream signaling effects, including phosphorylation of the MAPKinase pro-inflammatory pathway p38 and JNK in addition to NF-κB activation. Although VWF-induced signaling in macrophages has not previously been described, our findings are consistent with prior studies demonstrating that VWF binding to the glycoprotein (GP) Ib-IX-V receptor on platelets results in complex intracellular signaling that involves a number of different intracellular molecules including the Src family, Rac1, PI3-kinase/Akt, and MAP kinases^54–56^.

In keeping with the pro-inflammatory signaling associated with VWF binding to primary human macrophages or murine BMDMs, we observed significant increases in (i) proinflammatory cytokine expression (ii) chemokine expression (iii) iNOS expression and ROS production. Furthermore, VWF binding induced the majority of macrophages to adopt an M1 inflammatory phenotype. Unsurprisingly, given these major effects on macrophage biology, using extracellular flux analysis we observed that VWF also had significant effects upon macrophage metabolism and in particular glycolysis. A short incubation with either pd- or recombinant VWF resulted in a marked initial increase in macrophage glycolysis similar to that observed with LPS. Glycolysis was still elevated with prolonged exposure of LPS, however, increased glycolysis was not sustained under longer exposure of VWF. Interestingly the suppression of oxidative phosphorylation observed with prolonged LPS stimulation, did not occur with VWF. In agreement with other reports^38,39^, LPS stimulation led to an increase in mitochondrial fission, and a similar increase in fission was observed with short incubation of VWF. Enhanced fission observed with VWF is likely contributing to the higher mitochondrial ROS in these cells and the promotion of the pro-inflammatory phenotype. Similarly, a significant increase in macrophage HIF-1α expression levels (which are known to play an important role in promoting macrophage glycolysis^41,42^) was observed following a 3-h incubation with VWF, but had normalized by 16-h. Our data further demonstrate that MAPKinase p38 is involved in the activation of rapid HIF-1α dependent glycolysis following VWF treatment. Collectively, these data support the hypothesis that VWF binding has significant but short-term pro-inflammatory effects on macrophage biology.

Previous studies have highlighted a number of important clinical circumstances when VWF comes into contact with macrophages. In particular, following tissue damage and blood vessel injury, VWF escapes from the plasma into subendothelium where it comes into contact with tissue-resident macrophages. Based upon our findings, it is clear that VWF-binding will trigger these macrophages to adopt an M1 phenotype, with the consequent secretion of proinflammatory cytokines and chemokines at the site of vascular damage, and recruitment of further macrophages to the site of injury. Thus, our data highlight that VWF not only plays a key role in initiating primary hemostasis and platelet plug formation at the site of blood vessel injury, but also that it can plays a role in innate immunity by priming macrophages in the vicinity to promote a pro-inflammatory response.

The proinflammatory effect of VWF-binding on macrophage biology described herein has additional important implications beyond sites of vascular injury. Previous meta-analyses and systematic reviews have reported that elevated levels of VWF are associated with increased risk for ischemic heart disease (IHD)^57–59^. Conversely, patients with von Willebrand disease appear to be relatively protected from IHD development^60,61^. Furthermore, ABO blood group has also been shown to constitute a risk factor for cardiovascular disease, with significantly reduced cardiovascular risk in group O compared to non-O (A, B or AB) individuals. Of note, plasma VWF levels are 20–30% lower in blood group O compared to non-O subjects^62–64^. Interestingly, studies performed in VWF^−/−^LDLR^−/−^ double-knockout mice demonstrated significantly reduced atherosclerotic plaque formation compared to VWF^+/+^LDLR^−/−^ controls^65^. Importantly, a marked reduction in macrophage accumulation within atheromatous plaques was also observed in VWF^−/−^ mice^65^. In addition, recent studies performed using ADAMTS13^−/−^ mice further support the hypothesis that VWF is important in IHD pathogenesis. Once again, macrophage recruitment into atheromatous plaque lesions was significantly increased in ApoE^−/−^/ADAMTS13^−/−^ compared to ApoE^−/−^ /ADAMTS13^+/+^ controls^66^. Cumulatively, these findings support the hypothesis that VWF plays a role in modulating macrophage recruitment into atheromatous plaques.

Recent studies have reported that a number of macrophage receptors can modulate VWF binding^26^. Our data demonstrate that VWF binding to LRP1 plays a specific role in triggering pro-inflammatory signaling in macrophages. Thus, inhibition of LRP1-binding using either RAP or anti-LRP1 antibodies significantly attenuated the ability of VWF to drive MAPKinase p38 phosphorylation and subsequent HIF-1α activation (Supplementary Fig. 13 - Graphical Abstract). In contrast, LRP1 inhibition failed to attenuate VWF-induced JNK or NF-κB activation. Together, these data demonstrate a role for LRP1 in driving VWF-dependent macrophage activation, but further suggest that additional macrophage receptors are also involved. Interestingly, a role for tissue-type plasminogen activator (tPA) binding to LRP1 in regulating macrophage activation has also been proposed^47,48^. However, the normal plasma concentration of VWF is ~10 µg/ml, as opposed to <20 ng/ml for tPA. From the VWF aspect, several different domains of VWF have been implicated in regulating LRP1 binding^45,46^. In particular, we have recently described a key role of the VWF A1 domain in this context^25^. Since VWF circulates as a series of heterogeneous multimers, the potential for complex interactions on the macrophage surface are readily apparent. Further studies will important to characterize other macrophage receptors involved in modulating the pro-inflammatory signaling effects of VWF, and to investigate potential synergistic binding effects between different receptors.

In conclusion, recent studies have described the complex cross-talk that exists in vivo between hemostasis and inflammation, and developed the concept of immuno-thrombosis^67–69^. Our data define a biological role and mechanism for VWF in driving inflammatory responses, and thereby establish another link between primary hemostasis and innate immunity. Thus, VWF not only plays a key role in the initiation of hemostasis at sites of vascular injury, but also functions to prime local macrophages to initiate pro-inflammatory responses. In this local milieu, we propose that VWF functions as a damage signal that is recognized through specific macrophage pattern-recognition receptors. In addition, our findings also provide insights into the effects of VWF binding on macrophage biology that may help to explain the accumulating evidence that VWF is involved in the pathogenesis of a number of different murine inflammatory disease models. Given the significant morbidity and mortality associated with inflammatory pathology, defining the roles of VWF in this context may offer exciting opportunities to develop novel therapies to target these pathways and address an important unmet clinical need.

## Methods

This study was approved by the St James’ Hospital Research Ethics Committee (2017/01/6) and the Irish Blood Transfusion Society (IBTS-004-03-18). Written informed consent was provided by all healthy blood donor participants. All murine experiments were approved by the Royal College of Surgeons in Ireland Ethics Committee (REC1315) and performed on mice 6–8 weeks old, in full accordance with the Health Product Regulatory Authority, Ireland (AE19136/P040).

### Reagents

Human plasma-derived von Willebrand factor-Factor VIII free (VWF) (Haematology Technologies Inc.), Recombinant von Willebrand factor, VonVendi® (r-VWF) (Takeda), Ultra pure lipopolysaccharide (LPS) (Sigma), INFγ (Life Technologies, Gibco), IL-4 (Life Technologies, Gibco), IL-10 (Life Technologies, Gibco), IL-13 (Life Technologies, Gibco). Recombinant mouse M-CSF (rm M-CSF) (R&D System), Cell Tracker green CMFDA Dye (Thermofisher), Seahorse XF Cell Mito Stress Cell Kit (Agilent), Primary antibodies human anti-p38, P-p38, JNK, P-JNK, IKBα, P-IKBα, p65, P-p65, HIF-1α, and β-actin (Cell Signaling Technologies), Alexa Fluor 488 conjugate (Molecular Probes, Thermofisher Scientific).

### Cell culture

Peripheral blood mononuclear cells (PBMC) were isolated from health donor buffy coats following histopaque (Sigma) gradient separation. Anti-CD14 beads (Miltenyi Biotec) were used to isolate monocytes. Isolated monocytes were differentiated into macrophages for 7–10 days in the RPMI media supplemented with 10% human serum (Sigma), Penicillin-Streptomycin 100 µg/ml (Life Technologies, Gibco). Murine PBMC were isolated from the bone marrow from 8–12 weeks old C57/B6JB mice. PBMC were incubated for 7 days in RPMI supplemented with 10% fetal bovine serum (Life Technologies, Gibco), 25 ng/ml rmM-CSF and Penicillin-Streptomycin 100ug/ml to generate bone marrow-derived macrophages (BMDM). THP1 monocytes were differentiated into macrophages in the presence of 100 nM PMA (Sigma) for 3 days.

### Western blotting

Cells were lysed in RIPA Buffer (ThermoFisher) supplemented with protease (Merck) and phosphatase (Sigma) inhibitors and normalized using BCA Protein Assay Kit (Pierce, ThermoFisher). Samples were resolved by SDS-PAGE. Primary antibodies were incubated overnight at 4 °C and subsequently incubated with IgG-HRP antibodies. Blots were developed using chemiluminescence staining (ECL, Pierce, Thermofisher).

### mRNA isolation and qRT-PCR

Total mRNA was isolated using Trizol (Sigma). cDNA was synthesized using RevertAid reverse transcriptase (ThermoFisher) and RT-qPCR was performed in triplicates with Go Taq qPCR master mix (Promega) using Life Technologies 7500 Real-Time PCR System. The mRNA level was normalized to β-actin. To determine the activation of PHD3 and iNOS cell lysates and RNA were isolated from human primary macrophages after 24 h treatment of VWF or LPS. Primer sequences are listed in Supplementary Table 1.

### Cytokine analysis

Human primary macrophage IL-1β, TNFα, and IL-6 cytokines were quantified by ELISA (Invitrogen) following a 4 or 24 h treatment with either 10 µg/ml of VWF or 100 ng/ml of LPS in RPMI supplemented with 1 mM CaCl_2_. Human primary macrophage inflammasome activation was detected after 24 h incubation with VWF or LPS. Cells were subsequently incubated with ATP 5 mM for 1 h in serum free RPMI and pro-IL1β was determined by western blot (goat anti-pro-IL-1β CST).

### RNA sequencing

BMDM were incubated overnight in RPMI GlutMax supplemented with 10% FBS, penicillin (100 IU/ml), streptomycin (100ug/ml) and recombinant murine (M-CSF, 25 μg/ml). Cells were washed and then incubated with pd-VWF (10 μg/ml) or LPS (100 ng/ml) for 3.5 h (T1) or 16 h (T2) respectively. Supernatant was removed and BMDM were washed with PBS. RNA was extracted with the RNeasy Kit (QIAGEN) and samples frozen at −80 °C. RNA sequencing analysis was performed by Novogene® using a NovaSeq 6000 S4 platform. Treated BMDM were compared to unstimulated BMDM controls.

### RNAseq data analysis

Paired-end reads of 150 bp length were mapped against mouse assembly GRC38 (mm10) and quantified using the short read mapper STAR^70^. Removal of lowly expressed genes was based on TPM values (transcripts per million). Genes that stayed below 10 TPM in all samples that were used in a comparison were excluded. Differential expression analysis was carried out with DESeq2^71^. For principle component analysis, data were transformed using regularized log transformation with DESeq2. PCA was performed using the prcomp function in R and using all genes that passed TPM cutoff (*n* = 8737). Multiple testing correction of p-values was carried out using the Benjamini-Hochberg method. Differentially expressed genes were identified using an FDR < 0.05 and |log2 foldchange| >  1. Heatmaps and volcano plots were generated in R with the packages ComplexHeatmap (version 2.12.0) and ggplot2 (version 3.3.6).

### VWF binding to human and murine macrophages

To evaluate VWF binding to macrophages by flow cytometry, human monocyte-derived macrophages were incubated with pd- or recombinant VWF in RPMI + 1 mM CaCl_2_ for 30 min on ice. Fc receptors were blocked using a Fc-gamma receptor inhibitor (Thermofisher). Bound VWF was detected using polyclonal rabbit anti-human VWF (Dako, Agilent) for 30 min followed by anti-rabbit Alexa-488 (Thermofisher) for 30 min. Bound recombinant VWF was detected using a PE-labeled Anti-His Tag antibody (BioLegand).

For confocal microscopy, monocytes were differentiated on glass coverslips (Nunc, Lab-Tek). Macrophages were incubated with 10 µg/ml of VWF at room temperature in RPMI supplemented with CaCl_2_ 1 mM for 30 min. Cells were blocked with Fc-gamma receptor inhibitor (ThermoFisher) and 3% BSA and incubated with anti-VWF and anti-rabbit Alexa 488. THP1 cells were differentiated and incubated with anti-VWF antibody and anti-early endosomal antigen 1 (EEA1) antibody (Santa-Cruz). The cell membrane was labeled with cell mask deep red (Molecular probes, Thermofisher Scientific) cells were mounted with mounting media and in-situ DAPI stain (Sigma).

To further characterize the role of specific VWF domains in modulating interaction with macrophages and the LRP1 receptor, a series of recombinant VWF truncations were expressed and purified as before^25^. Briefly, the expression vector pcDNA-VWF encoding full-length rVWF has previously been described^25^. A DNA fragment containing VWFA1A2A3 (residues 1260 to 1874) was inserted into expression vector pEXPR-IBA 42 (IBA, Germany) via NheI and PmeI restriction sites. The same strategy was used for expressing VWFA1 (residues 1239–1472), VWFA2 (residues 1473–1668) & VWFA3 (residues 1671–1878). Human full-length recombinant VWF (rVWF), VWF-D’A3 VWF-A3CK, VWF-A1A2A3, VWF-A1, VWF-A2, and VWF-A3 were then all transiently expressed in HEK293T cells. Conditioned serum free medium was harvested, concentrated, and further purified via nickel affinity chromatography^25^. Subsequently, the binding of VWF truncations to BMDM and THP-1 macrophages was assessed using flow cytometry. Where indicated binding studies were performed in the presence or absence of ristocetin (1.5 mg/ml).

To examine VWF interaction with macrophages under shear, THP-1 cells were resuspended in differentiation media (serum-free RPMI media, 0.1% BSA, 1 mM MnCl_2_ and 100 nM PMA) for 15 min at 37 °C. Differentiated THP-1 cells were then fluorescently labeled with CMFDA-cell tracker green (Invitrogen) at 2.5 µM for 30 min at 37 °C. pd-VWF in Protein Free Blocking solution (PFBS) (Thermo Fisher) was coated onto μ-slides VI 0.4 (Ibidi GmbH, Germany) overnight. Non-coated control channels were blocked with PFBS. Laminar shear flow was induced using a syringe pump (Nemesys S, Cetoni GmbH, Germany). Each lane of the slide was connected to the pump and differentiated THP-1 cells perfused across the channels at 0.25 ml/min corresponding to a venous wall shear rate of 0.31 dyn cm^−2^. VWF-adhered THP-1 cells were observed in real-time using an EM-CCD camera (Andor iXon 888) on a Zeiss Axiovert microscope controlled by Metamorph v7.8.2 software. Time-lapse image sequences were acquired at 17 frames per second using a 10x Plan Neofluar (NA 0.3) objective. Subsequently, time-lapse image sequences were analyzed. In brief, fluorescently labeled THP-1 cells were detected in each frame. The xy location and area of the cells were passed on to the particle tracking software uTrack and tracks with a length of <3 frames were discarded. A global fit was performed simultaneously to the cumulative number of tracks over time to obtain binding rates (number of cells mm^−2^ s^−1^) and detachment rates (s^−1^). The equilibrium surface coverage was calculated by dividing the binding rate by the detachment rate. Where indicated, shear perfusion experiments were performed in the presence of polyclonal anti-VWF or anti-A1 domain antibodies (20 µg/ml).

### Role of VWF in Macrophage Polarization

Murine - Bone marrow-derived macrophages (BMDM) were cultured with rmM-CSF (25 ng/ml) for 24 h. In addition, LPS (100 ng/ml) and IFNγ (20 ng/ml) were added to generate a M1 polarized phenotype. IL-4 (40 ng/ml), IL-13 (20 ng/ml) and IL-10 (10 ng/ml) was added to generate M2 polarized macrophages. Alternatively, VWF (10 μg/ml) in RPMI with 1 mM CaCl_2_ was used. Cells were examined for surface marker expression by flow cytometry. M1 macrophages were dual positive for CD11b (BioLegend) and CD38 (BioLegend). M2 were dual positive for CD11b and CD206 (BioLegend). Cellular reactive oxygen spices (ROS) generation was detected using CellROX DeepRed staining (ThermoFisher). BMDM were incubated with VWF or LPS for 3 h and analyzed by flow cytometry after exclusion of dead cells by Live-Dead FITC (ThermoFisher).

### Measurement of VWF-mediated monocyte chemotaxis and transmigration

BMDM were stimulated with VWF (10 μg/ml) or LPS (100 ng/ml) in RPMI supplemented with CaCl_2_ (1 mM) and M-CSF (25 ng/ml) for 24 h. Supernatants were harvested and placed in the lower chamber and isolated human naive monocytes placed in the top chamber. Monocytes were allowed to migrate to the lower chamber for 2.5 h. Migrated cells were stained using Cell Tracker green (ThermoFisher) for 30 min. Cell counts were quantified using ImageJ software and represented as fold change from control.

### Effects of VWF on macrophage metabolism

Following BMDM differentiation, cells were seeded into Seahorse XF96 culture plates (Agilent) at a density of 5 × 10^5^ well and were stimulated with LPS (100 ng/ml) or VWF (10 μg/ml) for 3 h or 16 h in RPMI supplemented with 1 mM CaCl_2_. Following treatment BMDM were incubated with Seahorse phenol red-free base media in a CO_2_ free incubator as per manufacturer’s instructions (Agilent). To determine extracellular acidification and the oxygen consumption rate (ECAR & OCR), Seahorse Mito Stress Kit (Agilent) was used according to the manufacturer’s instructions. BMDMs were treated with mitochondrial complex V inhibitor oligomycin (Oligio), mitochondrial membrane uncoupling agent carbonyl cyanide p-trifluoromethoxyphenylhydrazone (FCCP) and finally complex I and III inhibitors rotenone and antimycin A (R + AA)^37,72^. In addition, a 1 h pre-treatment with p38 ATPase inhibitor SB202190 (50 μM) prior to incubation with VWF or LPS was performed where indicated. Mitochondrial morphology was determined using a Leica SP8 scanning confocal microscopy under live cell imaging. BMDM were seeded onto 4 well culture dishes (Ibidi) at 1 × 10^5^ cells /well. Cells were stained with MitoTracker™ Red (Molecular Probes, Thermo fisher) and 20 images were taken per treatment. Images were analyzed for mitochondrial morphology using Fiji ImageJ software. On average 60 mitochondrias were measured per cell. Mitochondrial fragmentation was considered <1 μm, and elongated >3 μm^39,40^.

### Role of VWF administration on peritoneal immune cell recruitment

All animal experiments were approved by the Animal Research Ethics Committee, Trinity College Dublin, and were performed in compliance with the Health Product Regulatory Authority, Ireland. In brief, adult 8–12 weeks old female C57BL/6J strain mice were used in all experiments. Animals were housed in a specific pathogen-free facility in individually ventilated and filtered cages under positive pressure. Mice were injected intraperitoneally with clinical-grade rVWF (2 mg/kg) or PBS. After 3 and 24 h, mice were culled, and lavage solution (PBS) was injected into the peritoneum and cells recovered. The lavage fluid containing peritoneal exudate cells (PECs) was centrifuged at 400 × *g* for 10 min at 4 °C, and cells were counted and processed for flow cytometry and qPCR.

Surface marker expression on peritoneal cells was assessed by flow cytometry (Supplementary Fig. 10)^73,74^. PECs were resuspended in Fc-block anti-mouse CD16/CD32 mAb (Invitrogen, Waltham, USA). Cells were stained with anti-F4/80-FITC (Biolegend, San Diego, USA), anti-Siglec F-APC (Invitrogen), anti-CD11b-APC-Cy7 (Biolegend), anti-Ly6G-BV650 (Biolegend), anti-CD45-BV711 (Biolegend), anti-MHC-II-PE (Biolegend). A live/dead marker (Life/Dead Aqua; Thermo Scientific, Waltham, USA) was included to ensure analysis of viable cells only. PEC cells were gated as eosinophils (CD45^+^CD11b^-^SiglecF^+^), neutrophils (CD45^+^CD11b^+^SiglecF^-^Ly6G^+^), macrophages (CD45^+^CD11b^+^SiglecF^-^Ly6G^-^F4/80^+^), small peritoneal macrophage (SPM; CD45^+^CD11b^+^SiglecF^-^Ly6G^-^F4/80^low^MHCII^hi^) and large peritoneal macrophage populations (LPM; CD45^+^CD11b^+^SiglecF^-^Ly6G^-^F4/80^hi^MHCII^lo^) Cells were acquired using a BD LSR Fortessa flow cytometer (BD Biosciences, Franklin Lakes, USA) followed by analysis with FlowJo software (Tree Star, OR USA).

### Data presentation and statistical analysis

All experimental data and statistical analysis were performed using the GraphPad Prism program (Graphpad Prism version 5.0 for Windows; GraphPad Software, Inc. San Diego, CA). Data were expressed as mean values ± standard deviation (SD). To assess statistical differences, data were analyzed using Student’s unpaired two-tailed *t* test or by ANOVA to compare means of three or more groups following Kolmogorov-Smirnov or Shapiro-Wilk tests for normality. For all statistical tests, *P* values < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data generated in this study are provided in the Supplementary Information/Source Data file. The RNA-Seq data files have been submitted to NCBI’s Gene Expression Omnibus and are stored under accession number GSE205365.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

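Bulk RNA sequencing was done in 28 cultures of murine BMDMs: 5 control, 5 VWF-treated and 4 LPS-treated cultures at 3.5 h, and the same numbers at 16 h. The doses were 10 µg/ml of plasma-derived VWF and 100 ng/ml of LPS. The condition, time and replicate number of each culture were taken from its label. The authors mapped paired-end reads of 150 bases to GRCm38 with STAR and deposited whole-number counts per gene for 54532 Ensembl genes, which were checked to be counts and carry no normalization or filter. The annotation, the strand setting and the handling of reads that map to several places are not given in the sources used here.

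Exon lengths came from GENCODE M21. TPM was computed from counts and lengths, and a gene was kept in a comparison when at least 1 of its cultures reached 10 TPM, the rule of the paper's methods. The paper used DESeq2. Here the main test was edgeR's quasi-likelihood test with robust dispersion and TMM factors (R 4.3.3, edgeR 4.0.16), fitted on the groups compared, and DESeq2 1.42.0 was an alternative. Genes were called at a Benjamini-Hochberg adjusted p of 0.05 and an absolute log2 fold change of 1. The SE of a log2 fold change is its absolute value over the square root of the F statistic, an approximation that the fit did not give directly. The 9 comparisons were VWF against control, LPS against control and VWF against LPS at each time, VWF at 16 h against VWF at 3.5 h, and the interactions of VWF and of LPS treatment with time. Expression values are CPM with TMM factors over all cultures, as mean ± SD.

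The PCA used prcomp on regularized log values. Genes called higher with VWF at either time were grouped by k-means with 3 clusters and 50 starts on z-scores of log2 CPM with a prior count of 2. Log2 fold changes of VWF and LPS were correlated across genes, and the value that shared controls give where no gene changes was taken from 20 simulated draws without an effect. A first version of this simulation drew the treated groups around the observed control means, which removes the shared error; it was corrected after its result had been seen. Lists of glycolysis, TCA cycle, HIF-1 target, type I interferon response, M1 and M2 marker genes were tested with camera of limma 3.58.1 at a correlation of 0.01, with adjustment over 24 tests. The count of list genes per cluster was added after the clusters had been seen.

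Total counts per culture lay between 41131209 and 77699206. At the total of the LPS group at 3.5 h, a floor of 3 counts over the group is 0.0192 CPM, and a group at 0 counts is reported as such, without a fold. Replicate numbers come from the labels, which call them biological replicates. Whether cultures with the same number share a mouse or a preparation is not given. Deviations from the group means correlated over 0.1 in every same-numbered pair only between VWF and LPS at 16 h (0.16 to 0.78 over 4 pairs). No culture was a duplicate of another: the chi-square per degree of freedom between cultures of a group was at least 15.8 over 52 pairs. Tested on simulated data with 200 changed genes per comparison, the edgeR test recovered between 89.5% and 97.5% of them. False calls numbered between 1 and 25 per comparison. There were 25 for LPS against control at 16 h, and 16 for VWF at 16 h against 3.5 h and for the LPS interaction. In these comparisons the share of false calls among all calls was above the adjusted p threshold of 0.05. Between 6189 and 7840 genes were simulated per comparison, fewer than were tested. The recovery applies to these genes and to changes of the simulated size, and none is claimed for smaller changes.

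The samples, the comparisons with their tests, the rule for the genes to name, the lists and all alternatives but 1 were set before the data were examined. Genes named in the text were taken from those that the paper names for the RNA-seq or for other assays, the genes of the lists, the 3 genes with the largest change in each direction per comparison among called genes whose groups do not overlap, the 3 largest of each interaction, and the 3 leading genes called in opposite directions by VWF and LPS. Pfkfb3, Pfkl and the other metabolic genes are list genes. The alternatives were DESeq2, median-of-ratios factors, library size scaling, edgeR's filterByExpr, no filter, a filter of 10 CPM, the filter over all 28 cultures, all groups in one fit, the replicate number as a block, a test against a fold of 2, no fold threshold, and leaving out each culture in turn, with further ones for the PCA, clusters, correlations and lists. limma voom with sample weights was added after the data had been seen. The share of 100-base windows of a gene's transcripts that occur in another gene was computed for each named gene. Gene ontology enrichment was not run, and the data of the paper's other assays were not analysed here.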

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

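All tests of causes in this part were chosen after the result was seen, except that the tests of opposite directions at 16 h by scaling and by shared controls were set before it. The simulation of shared controls was corrected after its first result had been seen.

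In 17 of 132 groups of cultures a culture lay apart from the others by Dixon's test at the 95% level, which chance gives in about 5% of groups. Of these, 7 concern Control 16 h replicate 5. It had 16690 genes with counts (19184 to 19976 in the other 4), a PC2 score of 12.2 (3.66 to 5.16), a PC3 score of −42.2 (−4.46 to 1.10), and 2139 genes more than 2-fold from the mean of the other cultures (175 to 207). Its CPM was 194 for Ccl4 (66.7 to 94.8), 378 for Idh1 (165 to 219) and 39.0 for Idh2 (73.8 to 79.9). Depth does not account for this, since replicates 3 and 4, with lower totals, had 19184 and 19591 genes, and replicates 1 and 2 thinned to its total kept 19773 and 19527. Removing a trend with gene length and GC content left 1903 genes more than 2-fold away, and leaving out the 10 most abundant genes left 2138. A label exchanged with another group is argued against by its distance of 119 to the nearest other group mean, against 97.7 to its own. A mixture with LPS-treated cells is argued against by the 157 genes that LPS raised most, which were lower by a median log2 deviation of −0.48. Its deviations over genes had a correlation of 0.82 with those of LPS 16 h replicate 4, against at most 0.78 for any pair without it. A factor shared with single cultures of other groups may contribute, but what it is was not found, and no batch is given. No biological explanation was tested, since replicates of a condition do not differ by design.

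LPS 16 h replicate 4 had 16011 genes with counts (19029 to 19485 in the other 3). VWF 3.5 h replicate 5 had a total of 76943833 counts (46021894 to 53890327), and VWF 16 h replicate 5 had a PC1 score of −22.0 (−17.4 to −16.3). Control 16 h replicate 4 was the highest of its group for Il6 (0.342 CPM, the others listed at 0), Nos2 (0.0651, the others at 0), Il1b (6.71, others 0.984 to 2.11) and Il1a (2.07, others 0 to 0.505). Control 3.5 h replicate 4 was highest for Slc2a1 (122 CPM, others 77.1 to 84.0) and Hk2 (96.5, others 39.4 to 53.0), and LPS 3.5 h replicate 4 for Slc2a1 (92.7, others 62.0 to 66.8). No cause of these was tested.

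The VWF effect differed between 3.5 h and 16 h in the edgeR interaction test. The interaction on the log2 scale was −3.37 for Tnf, −7.07 for Il6, −7.80 for Il1b, −6.76 for Il1a, −2.14 for Ccl2, −5.25 for Ccl3, −6.52 for Ccl4 and −6.32 for Nos2. Among all other genes the largest were 6.23 for Arg1, 4.44 for Gm11707 and 4.42 for Ly6i, and −8.80 for Hcar2 and −7.72 for Ccl24. Without Control 16 h replicate 5 the value of Gm11707 was 5.63, without Control 16 h replicate 1 that of Ly6i was 5.31, without Control 3.5 h replicate 1 that of Nos2 was −7.10, and voom with sample weights did not call Arg1 (adjusted p 0.0896). Control 16 h replicate 4 is the only control culture at 16 h with counts of Il6 or Nos2, so these 2 values rest on it. Without it neither gene was called and no fold is given for them, while Il1b was then at −7.08 and Il1a at −5.39. Over the 753 genes called higher with VWF at 3.5 h, the controls changed by a median of −0.18 from 3.5 h to 16 h against −1.51 with VWF. The effect fell in 663 of them, and in 80 the controls rose by at least as much as the VWF-treated cultures fell, which argues against change in the controls as the whole cause for most of these genes. The estimated VWF effect was thus smaller at 16 h in 663 of these 753 genes. What lowered it was not tested and stays open.

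VWF and LPS moved 11 genes in opposite directions at 3.5 h and 32 at 16 h, a result the paper does not report. The leading genes at 3.5 h, by log2 fold change with VWF and with LPS, were Pdzk1ip1 (−1.75 and 1.77), Ppp1r12b (1.48 and −2.76) and Rgcc (−2.19 and 1.46). Without Control 3.5 h replicate 4, Ppp1r12b was under the expression filter with LPS, and under library size scaling Rgcc with LPS was at 0.95 and not called. At 16 h, 28 genes were called in opposite directions under library size scaling, so that scaling between libraries is argued against. Simulated groups without an effect that shared the controls gave 0, but they had no gene called for both agonists at all, so shared controls stay open. Against a fold of 2 the number was 13. It was 82 with filterByExpr, 83 with no filter and 48 with the filter over all 28 cultures. At 3.5 h the numbers in these 4 settings were 2, 17, 19 and 15. A biological difference between the agonists stays open.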

How the results depend on the processing

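limma voom with sample weights, the count of list genes per cluster, the calls of named genes under the block, the splits that part the pairs and the tests of other splits list by list were chosen after the result was seen, and all other tests here before the data were examined.

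The 9 counts of differentially expressed genes stayed within 1.5 times the reported count under DESeq2, median-of-ratios factors, library size scaling, the 10 CPM filter, the filter over all 28 cultures, all groups in one fit, voom with sample weights and each culture left out. They are given in the order VWF against control at 3.5 h and 16 h, LPS against control at 3.5 h and 16 h, VWF against LPS at 3.5 h and 16 h, VWF at 16 h against 3.5 h, and the interactions of VWF and LPS with time. With filterByExpr they were 2099, 1362, 3917, 4087, 1776, 3897, 3458, 1972 and 3790, and with no filter 2366, 1378, 4542, 4224, 1942, 4242, 3974, 1904 and 3613, since more genes were tested. With no fold threshold they were 3578, 2163, 5384, 4293, 3768, 4586, 5392, 2807 and 4267. A test against a fold of 2 gave 811, 354, 1429, 1470, 428, 1270, 1083, 603 and 1106. With the replicate number as a block, the counts were 1216, 669, 1973, 2263, 774, 1927, 1693, 1171 and 2122. Same-numbered cultures had correlations of their deviations from −0.67 to 0.78 over 31 pairs, 21 of them over 0.1. Only in VWF against LPS at 16 h was every pair over 0.1, and elsewhere a pairing was neither shown nor excluded. In VWF against LPS at 16 h, 4 of 96 named genes lost their call under the block, none of them printed for it, and no count moved by more than 1.5 times. With each culture left out they ranged from 1174 to 1216, 643 to 710, 1863 to 2088, 2110 to 2309, 777 to 946, 1875 to 2034, 1600 to 1733, 1141 to 1211 and 2104 to 2683.

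Library size scaling changed the balance of directions. It did so also without LPS-treated cultures. VWF against control at 3.5 h then gave 612 higher and 643 lower genes, and the VWF interaction 612 upward and 570 downward. LPS-treated cultures have the lower TMM factors. LPS against control gave 708 higher and 2157 lower genes at 3.5 h and 793 and 2253 at 16 h. The median log2 fold change of all tested genes was then −0.54 and −0.57.

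None of 100 drawn splits other than the real split reached the number of called genes in any of the 9 comparisons (a count of 1 split with the real one). Chance can thus be excluded in 8 of them, provided that the replicate numbers do not pair the cultures there. In VWF against LPS at 16 h, where the numbers pair the cultures, only 13 of the drawn splits, the real one included, part all 4 pairs as it does, and the others leave at least 1 pair together. These are too few for a share under 5%, so the splits do not decide about chance there. For the number of lists past the threshold, 58, 40, 60 and 7 splits (VWF at 3.5 h and 16 h, LPS at 3.5 h and 16 h) reached the real one, so chance cannot be excluded. List by list, only the real split reached the p of the interferon and M1 lists in the 4 comparisons, and that of the M2 list with VWF at 16 h. Chance can be excluded for these on the same condition. With LPS at 16 h, 59 splits reached the p of the glycolysis list, 40 that of the HIF-1 targets and 5 that of the M2 markers, so chance cannot be excluded.

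With a correlation estimated from the data, the list adjusted p values rose to 0.131, 0.0871, 0.135 and 0.0871 for the interferon list and 0.0755, 0.190, 0.0871 and 0.0755 for the M1 markers in the same 4 comparisons, to 0.0755 and 0.190 for the M2 markers with VWF and LPS at 16 h, and to 0.642 and 0.507 for the glycolysis and HIF-1 lists with LPS at 16 h. Under fry the TCA cycle list passed the threshold (0.000151, 0.00267, 0.00132 and 0.000217), as did the M2 markers at 3.5 h (2.04e-06 with VWF, 5.35e-06 with LPS), while directions turned for the HIF-1 list with VWF at 3.5 h (0.244) and the glycolysis list with LPS at 3.5 h (0.847). Library size scaling turned the TCA cycle list at 3.5 h (0.706 with VWF, 0.389 with LPS) and the HIF-1 list with VWF at 3.5 h (0.815), and left the M2 markers with LPS at 16 h at 0.163. With each culture left out, the HIF-1 list with VWF at 3.5 h ranged from 0.886 to 0.997 and turned without Control 3.5 h replicate 1 or 4 or VWF 3.5 h replicate 2 or 5, and the glycolysis list with LPS at 16 h ranged from 0.0289 to 0.0701. The glycolysis list with LPS at 3.5 h turned without LPS 3.5 h replicate 1 or 3 (0.986 in both). Over these alternatives, leave-one-out fits included, no other list changed direction. Apart from the construction of each alternative, the cause was not tested.

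The 500 most variable genes put PC1 at 68.6% and PC2 at 18.4%, filterByExpr put PC1 at 41.8%, and log2 CPM put the VWF distance at 16 h at 50.2% of the LPS distance. Hierarchical clustering gave 735, 56 and 94 genes and left 2 of 30 interferon genes in clusters 2 and 3, where k-means has 29. The correlation of the agonists over called genes was 0.91 (Pearson) and 0.87 (Spearman) at 3.5 h and 0.698 and 0.648 at 16 h, and with separate controls at 16 h 0.596 and 0.287.

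Of the glycolysis and TCA cycle genes, a test against a fold of 2 called 2 and 1 with VWF at 3.5 h and 16 h, 2 and 10 with LPS, and 0 in VWF against LPS at 3.5 h. No fold threshold gave 12, 11 and 19 for VWF at 3.5 h and 16 h and LPS at 3.5 h, and 13 and 28 for VWF against LPS. Library size scaling called 2 with VWF at 3.5 h. In VWF against LPS at 3.5 h, voom with sample weights called 2, and leaving out each culture between 2 and 4.

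Of 671 calls of named genes, 598 held in every setting that tested the gene, other than the test against a fold of 2. A gene that an alternative filter left untested was not counted as lost. Of the 671 calls, 0 changed sign, and 556 held against a fold of 2. A selection of 35 values covered genes the paper names, Cd86 and Il1a, but not every printed value of these genes. Of the 35, 29 held their side of the threshold against a fold of 2 and 32 under library size scaling. Slc2a1 in VWF against LPS at 3.5 h was under the fold threshold in fits with DESeq2, median-of-ratios factors, the other filters, all groups in one fit, the block and voom with sample weights, where the lowest value was 0.89. Counts of Il6, Nos2 and Il1a in control cultures are too few for their fold changes to be precise.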

Differences from the paper's values

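No test in this part was chosen after the result was seen, except the reading of the PCA without 1 control culture, which was made after it.

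None of the numbers of differentially expressed genes differed from the paper's by more than 1.5 times. With the filter over all 28 cultures, an alternative set before the data were examined, VWF against control at 3.5 h gave 1357 genes (839 higher, 518 lower), against the paper's 1334 (821 and 513). VWF against LPS gave 1029 (444 and 585) at 3.5 h, against the paper's 441 higher and 564 lower genes, and 2239 (1016 and 1223) at 16 h, against the paper's 2249 (998 and 1251). The reported filter, over the cultures compared, gave 1206, 856 and 1932.

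The paper states that VWF and not LPS raised Slc2a1. Its log2 fold change with LPS was −0.29. With VWF its log2 fold change against control at 3.5 h was 0.70, positive and below the fold threshold of 1. The paper states that LPS gave the higher expression of Hk2 and Hk3. Both were higher with LPS than with VWF. Hk3 was called with LPS and not with VWF, but Hk2 was called with VWF as well (1.07), and VWF against LPS (−0.73) was not called for it. The paper states that the VWF group at 16 h had a profile like that of controls. The VWF distance from control fell from 69.8% to 45.8% of the LPS distance, but 679 genes were still called at 16 h, and 30 of 30 interferon response genes were higher.

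The axes of Fig. 2b print about 50% for PC1 and about 24% for PC2, read by eye, where 48.7% and 22.8% were found. Without Control 16 h replicate 5 the values were 50.0% and 24.4% (8798 genes, the paper 8737). Fig. 2c draws 4 control columns at 16 h, and 5 are used here. Which culture the figure leaves out, if any, is not stated.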

Other observations

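All tests in this part were chosen after the result was seen.

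At 3.5 h most genes called with VWF also moved with LPS, and among the 967 genes called for both in the same direction the VWF effect was the smaller in 79.2%. If VWF acted as the LPS response scaled down by one factor, no gene should go past the LPS value, but 28 of the 967 genes did so and were called in VWF against LPS, 24 of them at an adjusted p under 0.001, which argues against it. LPS carried in the VWF preparation cannot be told apart from a VWF response in these samples, since no culture separates them. Of the genes called with VWF, 96.5% had the same sign with LPS, which both explanations allow. Over all 8083 genes tested for both agonists the share was 76.9%, against at most 66.4% in simulated groups without an effect that shared the controls. The paper reports controls that ruled out endotoxin in its VWF product, and their data were not analysed here.

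After 16 h of VWF, Ccl3 and Ccl4 lay below control (log2 fold changes −2.51 and −2.29), while Tnf and Il1b did not. Library size scaling left Ccl4 at −2.30, the highest value with 1 culture left out was −1.94, 0% of the windows of either gene are shared with another gene, and the controls changed by −0.75 from 3.5 h to 16 h. Scaling, a single control culture, shared reads and change in the controls are thus argued against. A response to VWF that falls below control at 16 h may explain the values and stays a hypothesis.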
